# Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in *Arabidopsis*

**DOI:** 10.1038/s41477-025-01924-y

**Published:** 2025-02-11

**Authors:** Ming Wang, Yan He, Zhenhui Zhong, Ashot Papikian, Shuya Wang, Jason Gardiner, Basudev Ghoshal, Suhua Feng, Yasaman Jami-Alahmadi, James A. Wohlschlegel, Steven E. Jacobsen

**Keywords:** Plant molecular biology, Epigenetics

## Abstract

Patterning of DNA methylation in eukaryotic genomes is controlled by de novo methylation, maintenance mechanisms and demethylation pathways. In *Arabidopsis thaliana*, DNA demethylation enzymes are clearly important for shaping methylation patterns, but how they are regulated is poorly understood. Here we show that the targeting of histone H3 lysine four trimethylation (H3K4me3) with the catalytic domain of the SDG2 histone methyltransferase potently erased DNA methylation and gene silencing at *FWA* and also erased CG DNA methylation in many other regions of the *Arabidopsis* genome. This methylation erasure was completely blocked in the *ros1 dml2 dml3* triple mutant lacking DNA demethylation enzymes, showing that H3K4me3 promotes the active removal of DNA methylation. Conversely, we found that the targeted removal of H3K4me3 increased the efficiency of targeted DNA methylation. These results highlight H3K4me3 as a potent anti-DNA methylation mark and also pave the way for development of more powerful epigenome engineering tools.

## Abstract (web summary)

This study revealed that targeting H3K4me3 via the H3K4 methyltransferase SDG2 activates gene expression and removes DNA methylation by recruiting DNA demethylases. Conversely, the removal of H3K4me3 synergistically enhances targeted DNA methylation.

## Main

DNA methylation is a conserved epigenetic mark usually associated with gene silencing^1,2^. In plants, DNA methylation patterns are often stably inherited between sexual generations, and many epigenetic alleles with important phenotypes have been described that have identical DNA sequences but differ in their methylation and expression states^3,4^. DNA methylation in plants is established by the RNA-directed DNA methylation (RdDM) pathway in all sequence contexts (CG, CHG (H = A, T, C) and CHH) and is maintained by different DNA methyltransferase systems^2,5–7^. Although cytosines in all sequence contexts can be methylated in plant genomes^8^, DNA methylation in the CG sequence context is usually the critical type for the maintenance of gene silencing^2,3,9,10^. Loss of DNA methylation can occur passively upon replication in the absence of functional maintenance by DNA methyltransferases. Alternatively, active demethylation in plants involves a family of glycosylases including REPRESSOR OF SILENCING 1 (ROS1), DEMETER (DME), DEMETER-LIKE 2 (DML2) and DML3^11–13^. ROS1, DML2 and DML3 function in vegetative tissues, while DME mostly functions in reproductive tissues^13^.

In contrast to sites of gene silencing marked by DNA methylation, sites of active chromatin in plants are associated with various positive epigenetic marks including trimethylation of H3K4. A number of histone methyltransferases in *Arabidopsis* control methylation at the H3K4 position, and SET DOMAIN PROTEIN 2 (SDG2) appears to be one of the major enzymes depositing histone H3 lysine four trimethylation (H3K4me3)^14,15^. The removal of H3K4 methylation is controlled by H3K4 demethylases, which include the Jumonji domain containing protein JMJ14-18^16–19^, as well as LYSINE SPECIFIC DEMETHYLASE LIKE (LDL1-3) and FLOWERING LOCUS D (FLD)^20–22^.

We previously found that targeting the Sss1/MQ1 bacterial CG-specific DNA methyltransferase to the *FLOWERING WAGENINGEN* (*FWA*) gene with deactivated CRISPR/Cas9 (dCas9) caused the establishment of DNA methylation and gene silencing^23^. SssI was able to directly install CG methylation in a manner that did not require the RdDM pathway normally responsible for the establishment of DNA methylation in plants^23^. We also found that *Arabidopsis* plants highly expressing SssI showed widespread ectopic CG DNA methylation throughout the genome^24^. However, many genomic regions were refractory to methylation establishment, most notably promoters of protein coding genes containing positive epigenetic marks such as histone acetylation and H3K4me3^24,25^. These results were consistent with the general lack of DNA methylation in promoters of expressed genes^26–28^ and raised the possibility that one or more positive epigenetic marks might actively resist DNA methylation. In this article, we demonstrate that the targeting of H3K4me3 to specific loci actively erases DNA methylation by recruiting DNA demethylases. We also show that targeting H3K4me3 demethylation greatly facilitates the establishment of DNA methylation and gene silencing. These results facilitate our understanding of epigenetic pathways in plants and outline important principals for efficient chromatin engineering.

## Results

### Targeting SDG2 catalytic domain erases CG DNA methylation

The previous findings of an anticorrelation of H3K4me3 and CG DNA methylation^24,27,28^ prompted us to directly test whether the establishment of H3K4me3 might antagonize CG methylation. *SDG2* encodes the major H3K4me3 methyltransferase in *Arabidopsis*^14,15^. To test whether SDG2 could be used for H3K4me3 targeting, we fused the catalytic domain of SDG2 (SDG2cd) with the artificial zinc finger ZF108 (SDG2cd–ZF), which was designed to target the *Arabidopsis* *FWA* gene^25,29^. *FWA* serves as a valuable endogenous reporter gene because it is silenced in the wild-type Col-0 background by dense CG DNA methylation in its promoter region, while in *fwa* epialleles, this DNA methylation has been heritably lost, resulting in *FWA* overexpression and an easy to score late-flowering phenotype^3,30,31^. 

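*FWA* (AT4G25530) lies on the plus strand of chromosome 4 of TAIR10, from position 13038360 to 13042464, and has 10 annotated exons. Its DNA methylation was measured by BS-PCR-seq, in which bisulfite converts unmethylated cytosines so that they are read as thymine, and the sequenced PCR products give the share of reads that still carry C at each cytosine. Region 1 (13038143 to 13038272, 130 bp) ends 88 bp upstream of the annotated start of *FWA*. Region 2 (13038356 to 13038499, 144 bp) begins 4 bp upstream of this start and covers the 58 bp of exon 1 and part of the intron behind it. Region 3 (13038568 to 13038695, 128 bp) covers the last 61 bp of exon 2 and part of the next intron. In the 3 regions, 74 cytosines, all on the minus strand, had at least 10 reads in each of 47 libraries, of which 14 are in CG, 3 in CHG and 57 in CHH context. The methylation level of a plant is the unweighted mean of C/(C + T) over the cytosines of a context. Libraries of 3 Col-0 plants had a median of 26112, 407158 and 502480 reads per cytosine, and those of 3 *fwa* plants had 42529, 678158 and 802796. The less deeply sequenced plant of each genotype belongs to a first set of libraries and the other two to a second set. PCR reads without molecular identifiers are not independent molecules, so these depths and the intervals computed from them cover counting error at most. Where the mates of a read pair overlap, both are counted, which makes such intervals too narrow even for counting error. The CG methylation level was 86.7% ± 2.07 (SD, n = 3) in Col-0 and 0.131% ± 0.0842 (SD, n = 3) in *fwa*. This difference of 86.6 percentage points had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 plants against 3 allow, and an adjusted p of 0.174 (Benjamini-Hochberg over 33 tests, from 11 comparisons in 3 contexts). Within the second set the difference was 86.0 percentage points, and between the single plants of the first set it was 87.8. Among the other ways of computing the level, restricting it to region 1 moved the difference most, to 89.1 percentage points. In region 1, the mean CG level in Col-0 was 86.7% at position 13038250, 87.1% at 13038269 and 93.9% at 13038272. In region 2, it was 75.7% at 13038361, 89.3% at 13038364, 88.02% at 13038385, 86.2% at 13038468 and 91.1% at 13038476. In region 3, it was 94.9% at 13038575, 91.2% at 13038582, 94.0% at 13038596, 89.6% at 13038606, 65.8% at 13038678 and 80.2% at 13038686. The SD between the 3 plants at these sites ranged from 0.293 (13038476) to 7.12 percentage points (13038678), and the fewest reads behind a site were 12009. At the same 14 sites, the highest level in any *fwa* plant was 0.648%, at 13038385. Col-0 had 13.1% ± 1.48 (SD, n = 3) CHG methylation, highest at 13038491 with 27.1% ± 2.92, and 5.16% ± 1.17 (SD, n = 3) CHH methylation, highest at 13038428 with 20.0% ± 4.73. The *fwa* plants had 0.0910% ± 0.0139 CHG and 0.123% ± 0.0115 CHH methylation (SD, n = 3).

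**Figure D1:**
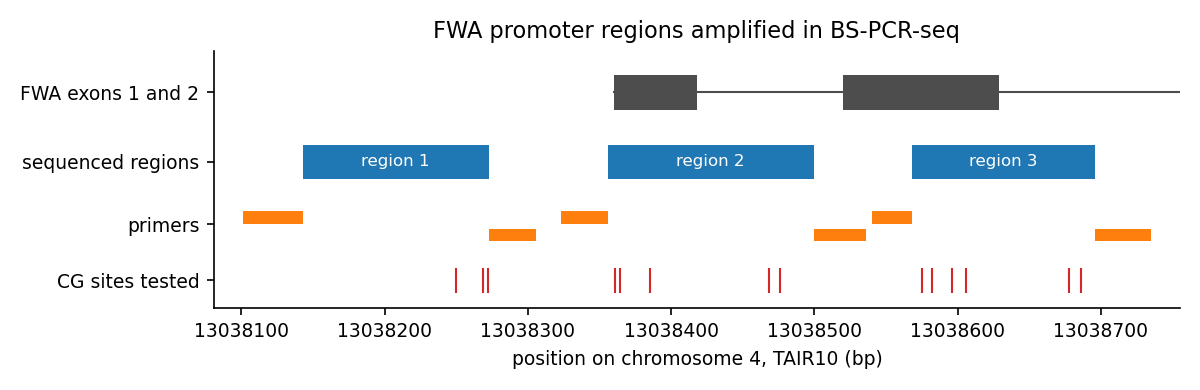
Map of chromosome 4 of TAIR10 (position in bp on the horizontal axis) with exons 1 and 2 of *FWA* (dark boxes), the 3 sequenced regions (blue), the primers of each region (orange) and the 14 CG sites tested (red ticks). Regions 2 and 3 overlap exons 1 and 2, and region 1 lies upstream of the gene.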

An SDG2cd–ZF fusion driven by the *UBQ10* promoter was transformed into wild-type plants to test whether it could remove *FWA* DNA methylation and cause activation of *FWA* expression. Indeed, we found that many SDG2cd–ZF transgenic lines showed a late-flowering phenotype accompanied by the activation of *FWA* expression and an almost complete removal of DNA methylation as measured by bisulfite amplicon sequencing (BS-PCR-seq) (Fig. 1a–c). The variation of *FWA* activation, removal of DNA methylation and the late-flowering phenotype across different transgenic lines was notably correlated with the protein expression level of SDG2cd–ZF (Fig. 1a–c and Extended Data Fig. 1a). To validate that the loss of *FWA* DNA methylation was triggered by SDG2-mediated deposition of H3K4me3, we performed H3K4me3 chromatin immunoprecipitation followed by sequencing (ChIP-seq). As expected, we observed a robust peak of H3K4me3 at the *FWA* promoter in the SDG2cd–ZF plants (Fig. 1d). These results suggest that the targeting of H3K4me3 to *FWA* can powerfully reduce DNA methylation and induce *FWA* expression.

**Fig. 1:**
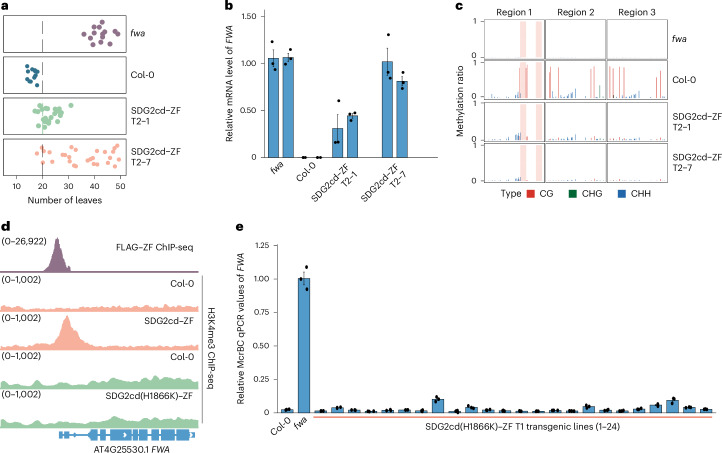
Targeting SDG2cd using ZF triggered gene activation by H3K4me3 deposition. **a**, Dot plots representing the leaf number of *fwa*, Col-0 (WT) and two T2 lines of SDG2cd–ZF. **b**, Quantitative reverse transcription PCR (qRT–PCR) indicating the relative messenger RNA levels of *FWA* in *fwa*, Col-0 and two T2 transgenic lines of SDG2cd–ZF (*n* = 4 biological replicates). **c**, BS-PCR-seq showing CG, CHG and CHH DNA methylation levels at *FWA* promoter regions in *fwa*, Col-0 and two T2 transgenic lines of SDG2cd–ZF. Pink vertical boxes indicate ZF binding sites. **d**, Genome browser view depicting FLAG–ZF ChIP-seq, and H3K4me3 ChIP-seq signals in either Col-0, SDG2cd–ZF or SDG2cd(H1866K)–ZF. The numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM, reads per kilobase million). **e**, Relative McrBc-qPCR values in Col-0, *fwa* and T1 transgenic lines of SDG2cd(H1866K)–ZF site mutation in the Col-0 background (*n* = 24 biological replicates). A lower value indicates a relatively higher level of DNA methylation. Data are presented as mean values ± s.e.m. in **b** and **e**.

To further confirm that the H3K4me3 deposition and removal of DNA methylation are dependent on the catalytic activity of SDG2, we generated an H1866K missense mutation version of SDG2cd–ZF based on a similar mutation reported in the yeast H3K4 methyltransferase^32,33^. It is worth noting that the H1866K mutation of SDG2cd–ZF completely blocked H3K4me3 deposition and DNA methylation removal at the *FWA* locus (Fig. 1d,e and Extended Data Fig. 1b), indicating that the catalytic activity of SDG2 is required for DNA demethylation.

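BS-PCR-seq libraries of 4 plants carrying SDG2cd(H1866K)–ZF in the Col-0 background were analysed. They belong to the second set of libraries, with 2 of the 3 Col-0 plants, and their labels number the plants without naming a line or a generation. The median depth per cytosine lay between 342171 and 416442 reads, with a median of 376720 over the 4 plants, and no cytosine had fewer than 46630 reads. According to the methods, the authors mapped reads to TAIR10 with BSMAP, allowing up to 2 mismatches and 1 best hit, excluded reads with more than 3 consecutive methylated CHH sites and calculated C/(C + T) per cytosine. The methods word these steps for WGBS and name no separate mapping for BS-PCR-seq, no minimum of reads and no removal of duplicate reads. From the reads with C and all reads at each cytosine, the level of each plant was computed as for Col-0 and *fwa*, and plants rather than reads served as replicates. The 4 plants were compared with all 3 Col-0 plants, a design in which a two-sided exact permutation test has 35 splits, and with the 2 Col-0 plants of the same set.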

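In the 4 plants with SDG2cd(H1866K)–ZF, the CG level over the 3 regions was 86.3%, 84.6%, 85.5% and 86.1%. Their mean of 85.7% ± 0.787 (SD, n = 4) differed from that of Col-0 by −1.04 percentage points, which is less than the SD between the Col-0 plants (two-sided exact permutation test, p = 0.4, adjusted p = 0.489). Against the 2 Col-0 plants of the same set, the difference was −0.389 percentage points (two-sided exact permutation test, p = 0.867). The largest shift under another setting came from the single Col-0 plant of the first set, against which the difference was −2.34 percentage points. Per CG site, the differences ran from −3.85 percentage points at 13038678, where the H1866K plants had 62.0% ± 2.72 (SD, n = 4), to 0.394 at 13038575. The level was lower than in Col-0 at 10 sites and higher at 4, namely 13038575, 13038582, 13038596 and 13038606. At 0 of the 14 sites was the adjusted p under 0.05, and the unadjusted p was under 0.05 at 0 sites in two-sided exact permutation tests. CHG methylation was 16.3% ± 1.17 (SD, n = 4), 3.13 percentage points above Col-0 and higher in 4 of 4 plants than in any Col-0 plant (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0786). Within the second set this CHG difference was 2.36 percentage points (two-sided exact permutation test, p = 0.0667, the smallest p that 4 plants against 2 allow). This test therefore cannot decide whether the difference holds within the set. The site with the most CHG methylation was 13038491, at 33.0% ± 2.38. CHH methylation was 7.19% ± 1.11 (SD, n = 4), a difference of 2.03 percentage points from Col-0 (two-sided exact permutation test, p = 0.114, adjusted p = 0.189), and its highest site was 13038428, at 30.2% ± 4.84. Compared with 8 lines of SDG2cd–ZF without this mutation in Col-0, the CG level was 72.0 percentage points higher (two-sided exact permutation test, p = 0.00202, adjusted p = 0.0133), with the largest difference at 13038575 (81.1) and the smallest at 13038678 (54.3). Those 8 lines belong to the first set of libraries, in which the Col-0 plant had 87.99% CG methylation, against 84.3% and 87.8% in the Col-0 plants of the second set. From the retained methylation and the absence of H3K4me3 deposition with the mutated protein, the paper concludes that the catalytic activity of SDG2 is needed for DNA demethylation.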

SDG2cd was also cloned into the dCas9-based SunTag system (SunTag–SDG2cd) together with guide RNAs directed to the *FWA* promoter^30,34^. In this system, dCas9 is fused to 10 repeats of the GCN4 peptide, and separately a single-chain antibody that recognizes these repeats is fused to GFP and SDG2cd. We found that while SunTag–SDG2cd activated some *FWA* expression and removal of DNA methylation in the Col-0 background (Fig. 2a and Extended Data Fig. 2a,b), it failed to induce a late-flowering phenotype in either first transgenic (T1) or T2 generations that we examined (Extended Data Fig. 2c,d). We previously found that dCas9 expression levels were much higher when introduced into the *rdr6* background that reduces transgene silencing^31^. We therefore also transformed SunTag–SDG2cd into *rdr6*, where we found that dCas9 expression was markedly increased (Extended Data Fig. 2b). As a result, the activation of *FWA* and removal of DNA methylation by SunTag–SDG2cd in *rdr6* T1 lines was much higher (Fig. 2a and Extended Data Fig. 2a), and some of the T2 lines showed an intermediate late-flowering phenotype (Fig. 2b,c). These plants also showed an almost complete loss of *FWA* DNA methylation (Fig. 2d) and a robust peak of H3K4me3 at the *FWA* promoter (Fig. 2e). Together, these results suggest that H3K4me3 targeting antagonizes DNA methylation.

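For SunTag–SDG2cd in *rdr6*, 2 BS-PCR-seq libraries were analysed beside 2 libraries of *rdr6*. Their labels give the construct, the background and a replicate number, but neither the generation, the line nor the guides. The median depth per cytosine was 36613 and 49381 reads with SunTag–SDG2cd and 20857 and 31649 reads in *rdr6*. The fewest reads at a cytosine were 17298 and 9975 in these groups. All 4 libraries are from the first set and were processed as described for SDG2cd(H1866K)–ZF. With 2 plants against 2, a two-sided exact permutation test has 6 splits and cannot give p under 0.333, so the spread within each group is the main guide to the size of a difference. No library analysed here is labelled as a no guide control, and 2 further libraries with a SunTag–SDG2 label name neither background nor guides, so they were left out of the comparisons.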

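Over the 3 regions, the CG level was 2.08% and 3.37% in the plants with SunTag–SDG2cd in *rdr6* (mean 2.72% ± 0.909, SD, n = 2). In *rdr6* it was 85.1% and 85.8% (mean 85.4% ± 0.530, SD, n = 2). The difference of −82.7 percentage points had the smallest p this design allows (two-sided exact permutation test, p = 0.333, adjusted p = 0.44). With the median over cytosines in place of the mean, the setting that moved it most, the difference was −86.5 percentage points. By region, the mean CG level with SunTag–SDG2cd was 7.53% in region 1, 1.20% in region 2 and 1.59% in region 3. The largest difference from *rdr6* at a single CG site was −93.9 percentage points at 13038575, from 94.8% ± 0.957 to 0.935% ± 0.502 (SD, n = 2). The smallest was −61.5 percentage points at 13038678, where *rdr6* had 62.4% ± 0.658 (SD, n = 2). The most CG methylation remained at 13038250, with 9.53% ± 3.29 (SD, n = 2). CHG methylation was 0.264% ± 0.102 with SunTag–SDG2cd and 14.3% ± 0.957 in *rdr6* (SD, n = 2). CHH methylation was 0.516% ± 0.144 and 4.71% ± 0.480 in the same groups (SD, n = 2), and its highest site with SunTag–SDG2cd was 13038246, at 5.26% ± 1.59. From this loss and the H3K4me3 peak in the same plants, together with its SDG2cd–ZF data, the paper proposes that H3K4me3 targeting antagonizes DNA methylation.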

**Fig. 2:**
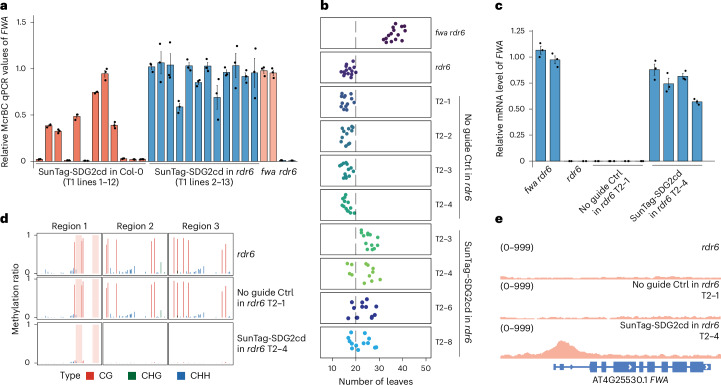
SunTag–SDG2cd also triggered gene activation and H3K4me3 deposition. **a**, Relative McrBC-qPCR values for the *fwa*, *rdr6* and T1 transgenic lines of SunTag–SDG2cd in both the Col-0 and *rdr6* backgrounds, respectively (*n* = 12 biological replicates). A lower value indicates a relatively higher level of DNA methylation. **b**,**c**, Dot plots indicating the leaf number (**b**) and qRT–PCR assays showing the relative mRNA levels of *FWA* (**c**), in *fwa rdr6*, *rdr6*, and T2 transgenic lines of SunTag–SDG2cd with no guide control (Ctrl) and SunTag–SDG2cd targeting the *FWA* gene in the *rdr6* background (*n* = 4 biological replicates). **d**,**e**, Bisulfite PCR-seq results depicting the relative CG, CHG and CHH DNA methylation levels of the *FWA* promoter (**d**) and genome browser view showing H3K4me3 ChIP-seq signals at the *FWA* locus (**e**), in *rdr6* and T2 transgenic lines of SunTag–SDG2cd with no guide or SunTag–SDG2cd targeting the *FWA* gene in the *rdr6* background. The numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM). Data are presented as mean values ± s.e.m. in **a** and **c**.

### SDG2cd–ZF-mediated DNA demethylation across diverse regions

It is known that ZF108 (ZF) binds not only to *FWA* but also to thousands of off-target sites throughout the *Arabidopsis* genome^25,31^, which allowed us to examine the effects of targeting H3K4me3 to many other sites. Analysis of ChIP-seq data showed a substantial accumulation of H3K4me3 in SDG2cd–ZF plants at the majority of the 6,091 sites with a robust ZF ChIP-seq peak (Fig. 3a,b).

**Fig. 3:**
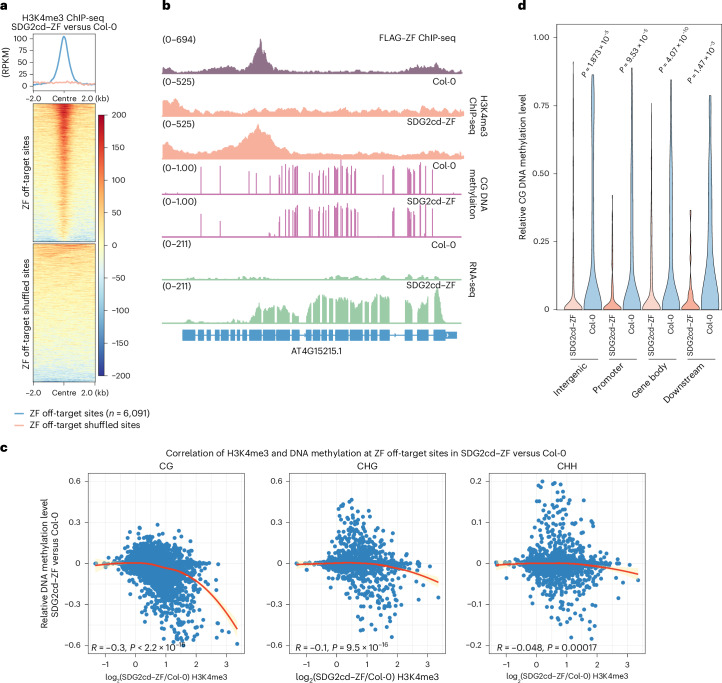
Targeting SDG2cd erased DNA methylation. **a**, Metaplot and heat maps showing H3K4me3 ChIP-seq signals of SDG2cd–ZF versus Col-0 over ZF off-target and shuffled sites (*n* = 6,091), respectively. The colors and values on the right side of heat map indicates the scale bar of the heat map. **b**, Genome browser view showing the H3K4me3 ChIP-seq signals, CG DNA methylation levels and RNA-seq signals in Col-0 and SDG2cd–ZF at an example of ZF off-target gene. FLAG–ZF ChIP-seq signal indicates the ZF binding site, and the numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM). **c**, Scatterplots showing the correlation of CG, CHG and CHH DNA methylation levels with log_2_ H3K4me3 ChIP-seq signals in SDG2cd–ZF versus Col-0 over ZF off-target sites (*n* = 6,091). Statistical tests were two-sided, and *P* values were reported without adjustment for multiple comparisons. **d**, Violin plot representing the relative CG DNA methylation levels of Col-0 and SDG2cd–ZF across ZF binding genes with strong increased H3K4me3, spanning the intergenic, promoter, gene body and downstream regions of genes. The *P* values were calculated using two-sided *t*-test.

We compared the methylation profiles of SDG2cd–ZF and wild-type plants using whole-genome bisulfite sequencing (WGBS) and found an inverse correlation between the levels of H3K4me3 and DNA methylation at these ZF off-target sites, especially for CG methylation (Fig. 3b,c). Most ZF binding sites (5,212 out of 6,091, or 85%) showed increased H3K4me3 in SDG2cd–ZF (Supplementary Table 1). Among them, 1,287 out of 5,212 ZF binding sites had pre-existing DNA methylation levels in Col-0 (using 20% CG methylation as a threshold), and around 65% of these (834 out of 1,287) showed lower DNA methylation levels in SDG2cd–ZF compared with Col-0. These results suggest that induced H3K4me3 antagonizes CG methylation broadly throughout the genome. Around one third of *Arabidopsis* genes contain CG methylation in their transcribed regions (gene body methylation). In cases where the ZF peak corresponded to a region of gene body methylation, there was a consistent loss of methylation in a focal region corresponding to the H3K4me3 peaks introduced by SDG2cd–ZF (Fig. 3b,d, Extended Data Fig. 3a and Supplementary Fig. 1), showing that H3K4me3 targeting erases gene body methylation. In addition, we occasionally observed ectopic intragenic transcription initiating at H3K4me3 peaks that extended toward the 3′ end of the normally transcribed region (Fig. 3b and Extended Data Fig. 3a), but there were also many examples where there was no change in gene expression (Extended Data Fig. 3a, right panel). This result suggests that H3K4me3 is not always sufficient to drive expression and that expression changes are unlikely to be driving the loss of DNA methylation. In cases where the ZF peak corresponded to transposable elements or DNA methylated intergenic regions, the peak of H3K4me3 was associated with the removal of CG, CHG and CHH DNA methylation and often, but not always, associated with increased expression (Extended Data Fig. 3b). These data suggest that the antagonism between H3K4me3 and DNA methylation is not limited to normal transcriptional start sites (TSSs) but also occurs at many sites in the genome including sites of gene body CG DNA methylation and transposable elements.

### H3K4me3 targeting recruits DNA demethylases

We next sought to investigate the mechanism by which H3K4me3 gain results in the loss of CG DNA methylation. Theoretically, the loss could be either due to a failure of CG methylation maintenance or caused by the active removal of DNA methylation by DNA demethylases. *Arabidopsis* expresses three DNA demethylases in adult plant tissues called *ROS1*, *DML2* and *DML3* (refs. ^11,12^). 

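The role of ROS1, DML2 and DML3 was examined with BS-PCR-seq libraries of 8 SDG2cd–ZF lines in Col-0 and 8 SDG2cd–ZF lines in the *rdd* triple mutant, beside 3 Col-0 and 2 *rdd* plants. Lines 5, 6 and 7 in Col-0 and lines 21, 24 and 30 in *rdd* appear in Fig. 4b, and the others are not shown there. The median depth per cytosine ranged from 18043 to 42089 reads in the lines in Col-0 (median 27582.5) and from 12661 to 31605 in the lines in *rdd* (median 17574). It was 27758 and 30551 reads in the *rdd* plants. No cytosine had fewer than 2461 reads in any of these libraries. All lines and *rdd* plants are from the first set, to which 1 of the 3 Col-0 plants belongs. Levels were computed per line as for Col-0 and *fwa*. Lines 7 and 15 exist in both backgrounds, but the paper describes a transformation of *rdd* itself, so a shared number joins no lines and the main test has no block. An interaction test subtracted the mean of Col-0 or *rdd* from the lines of that background and permuted the background over the 16 lines, for which 12870 splits exist.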

To test whether the demethylases were responsible for the H3K4me3-mediated loss of CG methylation, we transformed SDG2cd–ZF into the *ros1-3 dml2-1 dml3-1* (*rdd)* triple mutant^35^. We found that none of 40 SDG2cd–ZF T1 lines in this background showed reduced DNA methylation at the *FWA* locus as measured by an McrBC-qPCR assay (Fig. 4a), indicating that the presence of demethylases is required for methylation loss. To rule out the possibility that this result is attributable to SDG2cd–ZF transgene silencing caused by hypermethylation in the *rdd* mutant background, we performed western blot analysis to examine the protein expression levels of SDG2cd–ZF in both the *rdd* mutant and Col-0 backgrounds. While the overall expression levels of SDG2cd–ZF in the *rdd* mutant background were slightly lower compared with the Col-0 background (Extended Data Fig. 4a), several T1 lines in the *rdd* mutant showed higher or comparable expression levels of SDG2cd–ZF compared with the Col-0 background (Extended Data Fig. 4b). 

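In the lines of Fig. 4b, the CG level over the 3 regions was 9.09% (line 5), 1.19% (line 6) and 4.86% (line 7) for SDG2cd–ZF in Col-0, with a mean of 5.05% ± 3.95 (SD, n = 3). For SDG2cd–ZF in *rdd* it was 83.2% (line 21), 85.3% (line 24) and 86.4% (line 30), with a mean of 85.0% ± 1.63 (SD, n = 3). These lines differed by −79.9 percentage points between the backgrounds (two-sided exact permutation test, p = 0.1, the smallest p that 3 lines against 3 allow). The paper's text cites Fig. 4b for lines in *rdd* with high SDG2cd–ZF protein. Among the lines in Col-0 that Fig. 4b leaves out, the level was 11.8% in line 9, 1.23% in line 12, 27.0% in line 13, 20.6% in line 14 and 33.5% in line 15. Among those in *rdd*, it was 81.0% in line 1, 83.2% in line 7, 85.3% in line 15, 83.0% in line 18 and 80.3% in line 19. Over all 8 lines, the mean was 13.7% ± 12.1 (SD, n = 8) in Col-0 and 83.5% ± 2.13 (SD, n = 8) in *rdd*. Every line in Col-0 lay below every line in *rdd*, with a difference of −69.8 percentage points (two-sided exact permutation test, p = 0.000155, the smallest p that this design allows, adjusted p = 0.00256). Relative to untransformed Col-0, SDG2cd–ZF lowered the level in 8 of 8 lines, by a mean difference of −73.0 percentage points (two-sided exact permutation test, p = 0.00606, adjusted p = 0.0333). With the 2 Col-0 plants of the second set alone, the difference was −72.4 percentage points and the adjusted p rose above 0.05 (two-sided exact permutation test, adjusted p = 0.0667, with a range from 0.0286 to 0.157 over the settings tried). The Col-0 plant of the first set, to which these lines belong, gave a difference of −74.3 percentage points, without a test. Relative to *rdd* plants, with 90.997% ± 1.22 (SD, n = 2), the level in the SDG2cd–ZF lines in *rdd* was lower in 8 of 8 lines, by a mean difference of −7.54 percentage points (two-sided exact permutation test, p = 0.0222, the smallest p that 8 lines against 2 plants allow, adjusted p = 0.0733). Restricting the level to region 2 moved this difference most, to −9.97 percentage points. The effect of SDG2cd–ZF differed between the backgrounds by −65.5 percentage points (two-sided exact permutation test of the interaction, p = 0.000155, adjusted p = 0.00256). With the lines of Fig. 4b alone, the setting that moved it most, the interaction was −75.6 percentage points (two-sided exact permutation test, p = 0.1, adjusted p = 0.157, with a lowest adjusted p of 0.00163 over the settings). From the absence of reduced methylation in *rdd* in the McrBC-qPCR assay, the paper concludes that demethylases are required for the loss, and it compares lines with high SDG2cd–ZF protein to exclude transgene silencing as the reason.

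**Figure D2:**
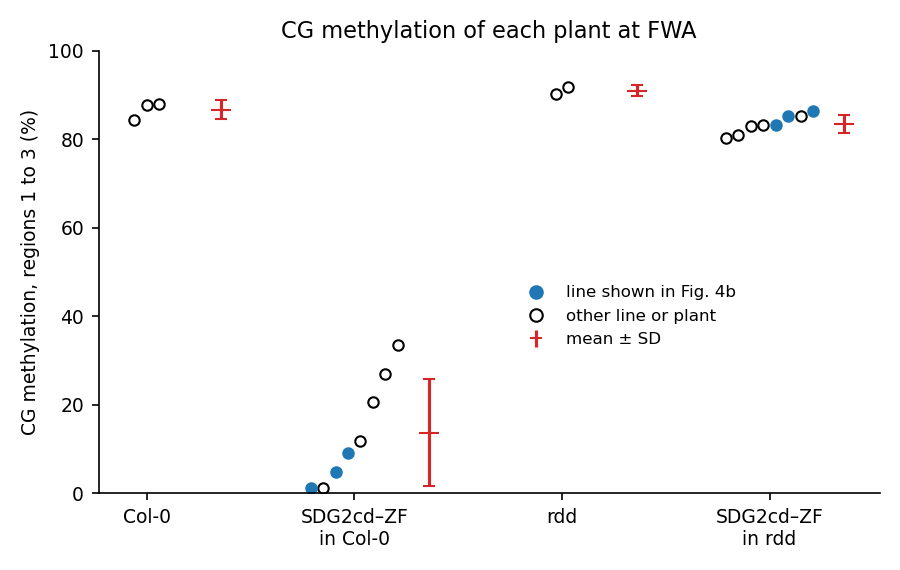
CG methylation over the 3 regions (percent, vertical axis) in each plant of Col-0, SDG2cd–ZF in Col-0, *rdd* and SDG2cd–ZF in *rdd*, sorted by level within each group, with filled circles for the lines of Fig. 4b and open circles for the other lines and plants. Red marks are the mean ± SD of the group; the 8 lines in Col-0 sit between 1.19% and 33.5%, and the 8 lines in *rdd* between 80.3% and 86.4%.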

Even in these highly expressing SDG2cd–ZF lines, the removal of DNA methylation was completely blocked in the *rdd* background (Fig. 4a,b and Extended Data Fig. 4b). To examine whether the removal of DNA methylation was also blocked by the *rdd* mutant across ZF off-target sites, WGBS experiments were conducted in the *rdd* mutant compared with SDG2cd–ZF in the *rdd* background. The *rdd* mutant effectively blocked DNA methylation loss in all contexts (CG, CHG and CHH) within gene bodies, transposable elements and intergenic regions at ZF off-target sites (Extended Data Figs. 3a,b and 4c).

**Fig. 4:**
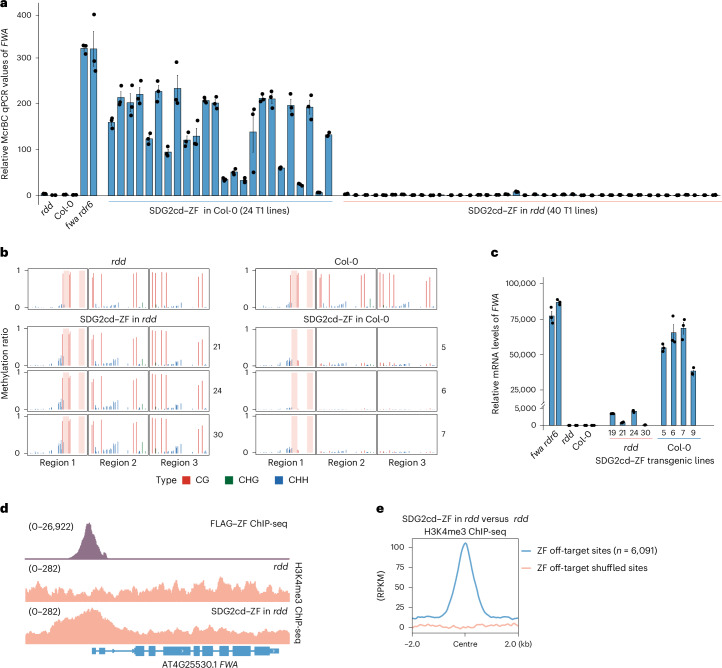
SDG2cd–ZF-mediated DNA demethylation is dependent on DNA demethylases. **a**, Relative McrBc-qPCR values of *FWA in rdd*, Col-0, *fwa rdr6* and SDG2cd–ZF transgenic lines in the Col-0 (*n* = 24 biological replicates) or *rdd* mutant (*n* = 40 biological replicates) backgrounds. A lower value indicates a relatively higher level of DNA methylation. **b**, BS-PCR-seq showing CG, CHG and CHH DNA methylation levels at *FWA* promoter regions in *rdd*, Col-0 and three T1 transgenic lines of SDG2cd–ZF in the *rdd* mutant background (left panel) and Col-0 background (right panel). Pink vertical boxes indicate the ZF binding sites. **c**, qRT–PCR results indicating the relative mRNA levels of *FWA* in *fwa rdr6*, *rdd*, Col-0 and four representative SDG2cd–ZF T1 transgenic lines in the *rdd* mutant or Col-0 backgrounds (*n* = 4 biological replicates). **d**, Genome browser view showing H3K4me3 ChIP-seq signals at the *FWA* region in the *rdd* mutant and SDG2cd–ZF transgenic lines in the *rdd* mutant background. FLAG–ZF ChIP-seq indicates the ZF binding site, and the numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM). **e**, A metaplot showing the normalized H3K4me3 ChIP-seq signals in the SDG2cd–ZF transgenic lines in the *rdd* mutant background versus the *rdd* mutant at ZF off-target and shuffled sites (*n* = 6,091), respectively. Data are presented as mean values ± s.e.m. in **a** and **c**.

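Per CG site, SDG2cd–ZF lines in Col-0 and in *rdd* (8 each) differed at 14 of 14 sites with an adjusted p under 0.05 (two-sided exact permutation test per site, Benjamini-Hochberg over the 14 sites, adjusted p = 0.000155 at each). The largest difference was −81.2 percentage points at 13038575, with 14.3% ± 13.6 (SD, n = 8) in Col-0 and 95.5% ± 0.633 (SD, n = 8) in *rdd*. The smallest was −55.7 percentage points at 13038678, with 7.62% ± 7.33 (SD, n = 8) in Col-0 and 63.3% ± 2.94 (SD, n = 8) in *rdd*. Against untransformed Col-0, the level in the lines in Col-0 fell by 80.7 percentage points at 13038575, the largest change, and fell by 58.2 at 13038678, the smallest. Against *rdd* plants, the lines in *rdd* were lower at 11 sites and higher at 3, namely 13038575, 13038582 and 13038596, where the largest rise was 0.716 percentage points at 13038582. The largest fall was −20.0 percentage points at 13038686, from 92.2% ± 0.489 (SD, n = 2) to 72.2% ± 3.96 (SD, n = 8). In this comparison 0 sites had an adjusted p under 0.05, with a lowest adjusted p of 0.0519, and 7 sites had an unadjusted p under 0.05 in two-sided exact permutation tests. The sites at 0.0519 had the smallest p that 8 lines against 2 plants allow (two-sided exact permutation test, p = 0.0222). They were too few among 14 to pass the adjustment, so the count of 0 does not show that no site fell. CHG methylation was 5.11% ± 4.37 in the lines in Col-0 and 10.7% ± 3.55 in those in *rdd* (SD, n = 8), and 8.22% ± 0.728 (SD, n = 2) in *rdd* plants. The CHG level of the lines in Col-0 differed from Col-0 by −8.02 percentage points (two-sided exact permutation test, p = 0.0182, adjusted p = 0.0733). That of the lines in *rdd* differed from *rdd* by 2.53 percentage points (two-sided exact permutation test, p = 0.356, adjusted p = 0.451). For CHG the interaction was −10.6 percentage points (two-sided exact permutation test, p = 0.000466, adjusted p = 0.00513). Restricted to region 3, it was −3.67 percentage points (two-sided exact permutation test, adjusted p = 0.157, with a range from 0.00171 to 0.22 over the settings). The interaction test takes the means of the Col-0 and *rdd* plants as fixed. Compared directly, the lines in Col-0 and in *rdd* differed by −5.63 percentage points in CHG (two-sided exact permutation test, p = 0.0152, adjusted p = 0.0718). CHH methylation was 5.46% ± 4.47 (SD, n = 8) in the lines in Col-0, 0.302 percentage points from Col-0 (two-sided exact permutation test, p = 0.927, adjusted p = 1), and the sign of this difference changed with the setting, for example to −1.47 percentage points in region 3. It was 7.64% ± 1.90 (SD, n = 8) in the lines in *rdd* and 3.22% ± 0.254 (SD, n = 2) in *rdd* plants, a rise of 4.42 percentage points in 8 of 8 lines (two-sided exact permutation test, p = 0.0222, adjusted p = 0.0733). The CHH interaction was −4.12 percentage points (two-sided exact permutation test, p = 0.0323, adjusted p = 0.0821), and without line 13 in Col-0 it was −5.24 percentage points (two-sided exact permutation test, adjusted p = 0.0205, against up to 0.159 with another plant left out). The highest CHG site was 13038491, at 6.67% ± 5.98 in the lines in Col-0 and 19.2% ± 6.57 in those in *rdd* (SD, n = 8), and the highest CHH site was 13038246, at 23.2% ± 16.2 and 28.5% ± 5.74.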

Previous studies have shown that the histone acetyltransferase IDM1 (Increased DNA Methylation 1) plays a role in DNA demethylation at a subset of loci targeted by ROS1^36,37^. To investigate whether IDM1 is necessary for SDG2cd–ZF-mediated DNA demethylation at the *FWA* locus, we introduced SDG2cd–ZF into the *idm1* mutant background. In contrast to the *rdd* mutant, the *idm1* mutant failed to block the removal of DNA methylation at *FWA* locus (Extended Data Fig. 4d), suggesting that IDM1 is not required for the DNA demethylation at *FWA* locus in SDG2cd–ZF transgenic lines. Together, these results indicate targeting of H3K4me3 at *FWA* and other genomic sites leads to DNA demethylation via its active removal by ROS1/DML2/DML3 demethylase enzymes.

We next investigated whether SDG2cd–ZF was able to cause activation of *FWA* gene expression in the *rdd* mutant background, despite the lack of DNA methylation removal. We found that SDG2cd–ZF was still capable of inducing some *FWA* activation in *rdd*, albeit at much lower levels compared with the wild-type background (Fig. 4c). Similarly, at the ZF off-target sites, SDG2cd–ZF was still able to induce intergenic transcription in a small number of gene body methylated protein coding genes in the absence of DNA demethylation, as well as induce expression of some methylated transposable elements (Extended Data Fig. 3a,b), although often to a lesser extent than in the Col-0 background. Consistent with these results, ChIP-seq experiments continued to show strong enrichment of H3K4me3 at *FWA* and ZF off-target sites in the *rdd* genetic background (Fig. 4d,e). These results suggest that H3K4me3 deposition at *FWA* and other sites can stimulate transcription via two different mechanisms, one that is dependent on DNA methylation removal and one that is independent. In addition, these results show that, despite the presence of high levels of H3K4me3 at DNA methylated sites in the *rdd* mutant, maintenance of CG methylation appears to operate normally (Extended Data Fig. 3a,b). This further underscores that H3K4me3 antagonizes CG DNA methylation by the active removal of methylation, rather than by affecting DNA methylation maintenance mechanisms.

To further verify the involvement of DNA demethylases in the DNA methylation losses induced by SDG2cd–ZF, we transformed Myc–ROS1 into an SDG2cd–ZF transgenic line and performed Myc ChIP-seq. We observed a strong enrichment of ROS1 signal at *FWA* as well as at the ZF off-target sites (Fig. 5a,b and Extended Data Fig. 5a,b), suggesting that H3K4me3 deposition recruits ROS1 to initiate DNA demethylation. It is worth noting that the ROS1 peaks were broader than the H3K4me3 peaks (Fig. 5a and Extended Data Fig. 5a,b), which may explain why the regions of reduced DNA methylation were often wider than the corresponding H3K4me3 enriched regions (Extended Data Fig. 3a,b). Consistent with previous work showing an interaction between ROS1 and the histone variant H2A.Z^36^, as well as the known colocalization of H3K4me3 and H2A.Z at gene promoters^38^, we also found a strong enrichment of H2A.Z over *FWA* and the ZF off-target sites in the SDG2cd–ZF transgenic lines (Fig. 5a,b and Extended Data Fig. 5a,b). Finally, because histone acetylation is normally co-localized with H3K4me3^24,39^, and H3K14 acetylation (H3K14ac) has been shown to be involved in recruitment of the SWR1 complex to deposit H2A.Z^36,37^, we performed H3K14ac ChIP-seq. We found a prominent enrichment of H3K14ac at *FWA* and ZF off-target sites in the SDG2cd–ZF plants (Fig. 5a,b and Extended Data Fig. 5a,b). These results show that SDG2cd–ZF-mediated H3K4me3 deposition promotes the targeting of H3K14ac, H2A.Z and ROS1, together with demethylation of DNA, suggesting that H3K4me3 recruits a suite of activities that have been linked to active DNA demethylation.

**Fig. 5:**
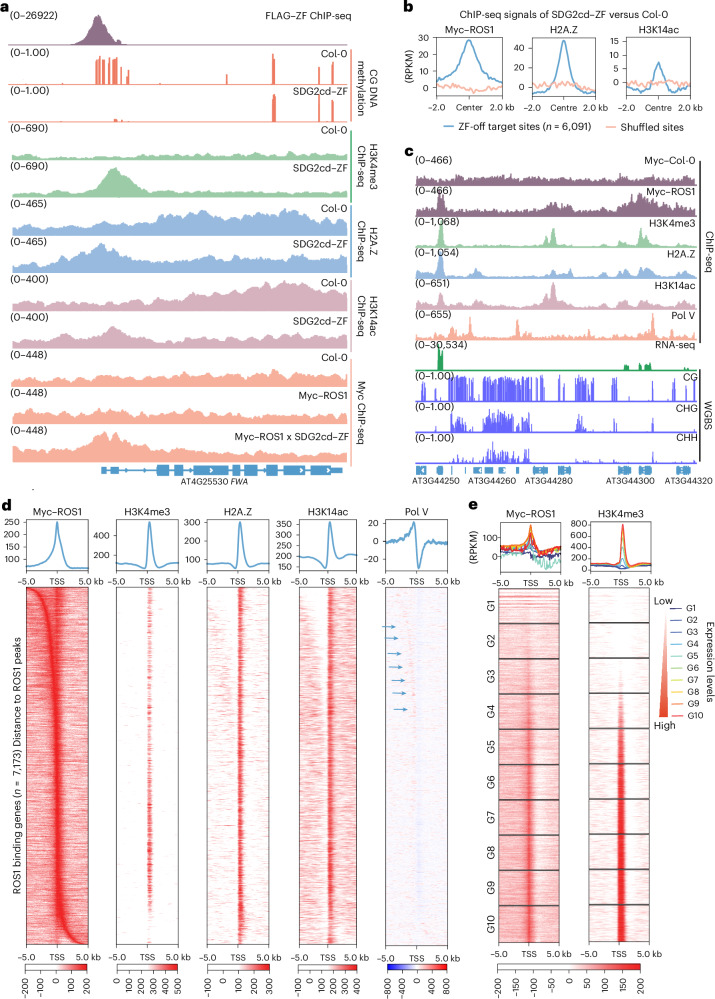
ROS1 accumulated at target genes with higher level of H3K4me3. **a**, Genome browser view of CG DNA methylation, and H3K4me3, H2A.Z and H3K14ac ChIP-seq signals in Col-0 and SDG2cd–ZF transgenic lines at *FWA*, as well as Myc ChIP-seq signals at *FWA* in Col-0 and transgenic lines of Myc–ROS1 or Myc–ROS1xSDG2cd–ZF. **b**, Metaplots indicate the normalized Myc–ROS1, H2A.Z and H3K14ac ChIP-seq signals in SDG2cd–ZF versus Col-0 over ZF off-target and shuffled sites (*n* = 6,091), respectively. **c**, Genome browser view showing ChIP-seq signals of Myc–Col-0, Myc–ROS1, H3K4me3, H3K14ac, H2A.Z, Pol V, RNAseq and WGBS signals of Col-0 over representative ROS1 binding sites. **d**, Metaplots and heat maps depicting the normalized ChIP-seq signals of Myc–ROS1, H3K4me3, H2A.Z, H3K14ac and Pol V over ROS1 bound genes (*n* = 7,173). The arrowheads highlight the enriched ChIP-seq signal of Pol V. **e**, Metaplots and heat maps presenting the normalized ChIP-seq signals of Myc–ROS1 and H3K4me3 for 10 groups of genes sorted by gene expression levels. The numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM) in **a** and **c**.

The association of SDG2cd-mediated H3K4me3 with the recruitment of ROS1 prompted us to test whether ROS1 is normally associated with peaks of H3K4me3 in the promoters of genes in wild-type plants. We therefore performed Myc–ROS1 ChIP-seq in wild-type plants. We identified ROS1 peaks at loci previously reported to be enriched with ROS1 by ChIP-qPCR (quantitative PCR) (Supplementary Fig. 2)^37^. It is worth noting that we indeed observed strong enrichment of ROS1 at H3K4me3 peaks near the TSSs of genes (Fig. 5c,d). ROS1 was also partially overlapped with other gene-adjacent sites corresponding to sites of DNA methylation and the RdDM factor Pol V (Fig. 5c,d), suggesting that ROS1 is also recruited to these sites where it acts to antagonize DNA methylation as previously reported^11,40^. As expected from previous work^36,37^, we also observed enrichment of H2A.Z and H3K14ac near H3K4me3 peaks at the 5′ end of genes and transposable elements, but not the intergenic regions (Fig. 5c,d and Supplementary Fig. 3). It is worth noting that ROS1 ChIP-seq signals at TSSs were higher at genes with higher expression levels and higher H3K4me3 levels (Fig. 5c,e). These results suggest that ROS1 recruitment to H3K4me3 sites in promoters may normally serve to protect genes from aberrant hypermethylation and that SDG2cd–ZF-mediated recruitment of DNA demethylases may use this natural pathway. These results are also consistent with the virtually perfect non-overlap of H3K4me3 and DNA methylation throughout the genome in wild-type plants^26,41^, as well as the anti-correlation between H2A.Z and DNA methylation^42^.

To further investigate the effect of H3K4me3 on DNA methylation at endogenous genomic loci, we reanalysed previously reported WGBS and H3K4me3 ChIP-seq data from the *sdg2* mutant^43,44^. We found that CG DNA methylation was mildly increased at regions showing reduced H3K4me3 in the *sdg2* mutant compared with Col-0 (Extended Data Fig. 6a left panel and 6b). It is worth noting that H3K4me3 was mildly redistributed to RdDM regions in the *sdg2* mutant, and this was associated with substantial reduction of DNA methylation at these sites (Extended Data Fig. 6a right panel, and 6c,d). These results are consistent with the gain-of-function findings of SDG2cd–ZF, further confirming the antagonistic relationship between H3K4me3 and DNA methylation.

### Removal of H3K4me3 facilitates targeted DNA methylation

Because of the antagonism between H3K4me3 and DNA methylation, we hypothesized that the targeting of H3K4me3 demethylation might facilitate more efficient installation of DNA methylation at gene promoter sequences. We therefore searched for proteins that could potently target H3K4me3 demethylation. We recently reported that ZF fused to the H3K4me3 demethylase JUMONJI14 (JMJ14) caused some loss of H3K4me3 and partial silencing of *FWA* and other ZF bound loci^31^. We also found that ZF fusion with TELOMERE REPEAT BINDING FACTOR1 (TRB1), TRB2 and TRB3 caused partial silencing of *FWA* and other ZF bound loci at least in part through recruitment of JMJ14 and H3K4me3 demethylation^45^. Because these ZF fusions showed only moderate efficiency in gene silencing^31,45^, we looked for other factors capable of inducing gene silencing using a list of proteins found to co-immunoprecipitate with TRBs by immunoprecipitation mass spectrometry (IP-MS)^45^. We identified a small coiled coil domain protein At4g35510, which we named TRB INTERACTING PROTEIN1 (TRBIP1), that showed very potent gene silencing of *FWA* and an early-flowering phenotype when fused with ZF and introduced into the unmethylated *fwa* epiallele background (Fig. 6a and Extended Data Fig. 7a). To investigate the silencing mechanism of TRBIP1, we generated FLAG–TRBIP1 transgenic plants and performed IP-MS. TRBIP1 showed a similar set of interacting proteins to TRBs (Supplementary Table 2), including JMJ14, suggesting that TRBIP1 functions similarly in silencing *FWA* expression by removal of H3K4me3. H3K4me3 ChIP-seq confirmed that TRBIP1–ZF caused very efficient removal of H3K4me3 (Fig. 6b and Extended Data Fig. 7b), to a greater extent than that observed previously for JMJ14–ZF or TRB–ZFs^31,45^, which may be due to the small size of TRBIP1 or its ability to recruit JMJ14 in a transient or repeated manner. BS-PCR-seq analysis showed that, like JMJ14–ZF and TRB–ZFs^31,45^, TRBIP1–ZF did not establish DNA methylation at the *FWA* promoter region (Fig. 6c). In addition, Myc ChIP-seq in Myc–JMJ14×TRBIP1–ZF lines showed that JMJ14 was strongly recruited to *FWA* and ZF off-target sites (Fig. 6b and Extended Data Fig. 7c). Together, these results show that TRBIP1–ZF targets efficient gene silencing, JMJ14 recruitment and H3K4me3 removal.

**Fig. 6:**
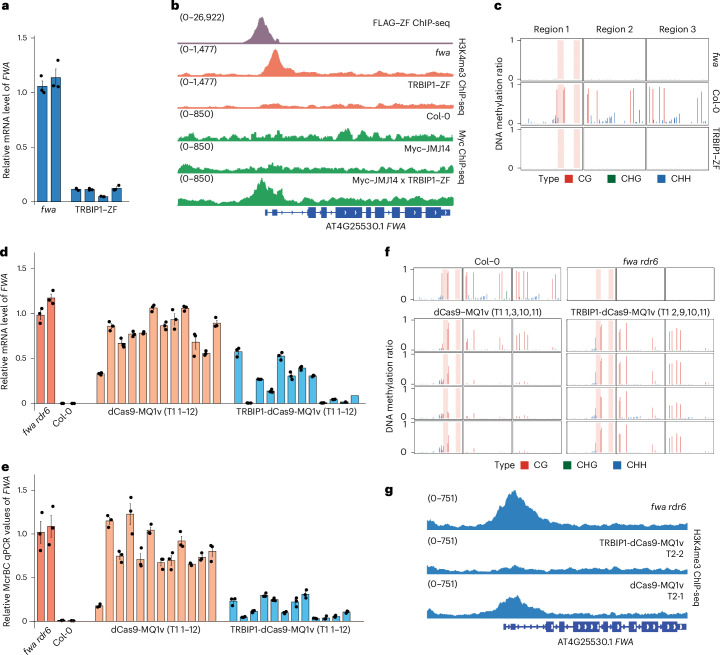
Co-targeting of TRBIP1 and MQ1v resulted in synergistic DNA methylation establishment. **a**, qRT–PCR assay indicating the relative mRNA level of *FWA* in *fwa* and four T2 transgenic lines of TRBIP1–ZF (*n* = 4 biological replicates). **b**, Genome browser view showing H3K4me3 ChIP-seq signals over the *FWA* region in the *fwa* and TRBIP1–ZF transgenic lines, as well as Myc ChIP-seq signals at *FWA* in the Col-0, and transgenic lines of Myc–JMJ14 and Myc–JMJ14xTRBIP1–ZF. FLAG–ZF ChIP-seq signal indicates the ZF binding site. **c**, BS-PCR-seq measuring the CG, CHG and CHH DNA methylation levels of *FWA* promoter regions in *fwa*, Col-0 and transgenic lines of TRBIP1–ZF. **d**, qRT–PCR assay indicating the relative mRNA levels of *FWA* in *fwa rdr6*, Col-0 and T1 transgenic lines of dCas9-MQ1v, TRBIP1-dCas9-MQ1v (*n* = 12 biological replicates). **e**, Relative McrBC-qPCR values at *FWA* in *fwa rdr6*, Col-0 and T1 transgenic lines of dCas9-MQ1v, TRBIP1-dCas9-MQ1v. A lower value indicates a relatively higher level of DNA methylation (*n* = 12 biological replicates). **f**, BS-PCR-seq showing CG, CHG and CHH DNA methylation levels at *FWA* promoter regions in Col-0, *fwa rdr6* and four T1 transgenic lines of dCas9-MQ1v, TRBIP1-dCas9-MQ1v. Pink vertical boxes indicate ZF binding sites. **g**, Genome browser view showing H3K4me3 ChIP-seq signals at the *FWA* region in *fwa rdr6*, dCas9-MQ1v and TRBIP1-dCas9-MQ1v transgenic lines. The numbers in parentheses indicate the data range of the ChIP-seq signals (RPKM) in **b** and **g**. Data are presented as mean values ± s.e.m. in **a**, **d** and **e**.

To test whether forced H3K4me3 removal could increase the efficiency of targeted DNA methylation, we combined the targeting of the CG specific SssI/MQ1 bacterial methyltransferase with TRBIP1. We previously showed that when an amino acid variant of MQ1 with improved specificity (MQ1v) was fused with dCas9 (ref. ^46^), it mediated rather inefficient targeting of DNA methylation and silencing at *FWA*^23^. To test whether the addition of TRBIP1 could improve this efficiency, we created TRBIP1-dCas9-MQ1v and compared this fusion with the original dCas9-MQ1v. Constructs were transformed into the unmethylated *fwa* epiallele background that also contained the *rdr6* mutation to reduce transgene silencing^31^. 

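BS-PCR-seq libraries of 4 plants with TRBIP1-dCas9-MQ1v and 4 plants with dCas9-MQ1v were analysed, with 1 library labelled *fwa rdr6*. The labels write MQ1 for the enzyme and number the plants as replicates, while Fig. 6f shows T1 lines under other numbers, so single plants were not matched to its panels. The median depth per cytosine was 31048 to 39392 reads in the plants with TRBIP1-dCas9-MQ1v (median 33560), 33542 to 41197 in those with dCas9-MQ1v (median 35299) and 36404 in the *fwa rdr6* library. All 9 libraries are from the first set, and the fewest reads at a cytosine of the 3 regions were 14587. Processing by the authors and the computation of levels were as for the SDG2cd constructs. Shared replicate numbers join no T1 lines across the constructs, so they were not used as pairs, and the two-sided exact permutation test of 4 plants against 4 has 70 splits and a smallest p of 0.0286. Each CG site was tested the same way over 14 sites. For simulated counts of 4 plants per group with 7 changed and 7 unchanged sites, this per-site test called 20% of the changed and 2.86% of the unchanged sites. With 7 of 14 sites at the smallest p, the adjusted p stays above 0.05. The 20% therefore reflects this limit and the number of changed sites simulated, and is no general measure of sensitivity.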

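With TRBIP1-dCas9-MQ1v, the CG level over the 3 regions of *FWA* was 54.9%, 57.6%, 45.8% and 47.7% in the 4 plants (mean 51.5% ± 5.67, SD, n = 4). With dCas9-MQ1v, it was 43.1%, 10.5%, 8.52% and 9.19% (mean 17.8% ± 16.9, SD, n = 4). Every plant with TRBIP1 lay above every plant without it, by a mean difference of 33.7 percentage points (two-sided exact permutation test, p = 0.0286, the smallest p that 4 plants against 4 allow, adjusted p = 0.0786). Without replicate 1 of dCas9-MQ1v, the mean of the remaining 3 plants was 9.40% ± 0.995 (SD, n = 3) and the difference became 42.1 percentage points. Taking the median over cytosines in place of the mean moved the difference most, to 44.1 percentage points. By region, the mean CG level with and without TRBIP1 was 65.1% and 36.3% in region 1, 54.7% and 13.2% in region 2, and 42.0% and 12.4% in region 3. CHG methylation was 0.865% ± 0.376 with TRBIP1 and 0.398% ± 0.527 without it (SD, n = 4; two-sided exact permutation test, p = 0.257). CHH methylation was 1.20% ± 0.869 and 1.497% ± 0.481 (SD, n = 4; two-sided exact permutation test, p = 0.543), and the sign of this CHH difference changed with the setting. The highest CHH site was 13038246, at 7.10% ± 2.71 with TRBIP1 and 16.3% ± 7.43 without it. The highest CHG site was 13038583, at 1.38% ± 0.579 with TRBIP1 and 0.553% ± 0.874 without it. Over the 3 regions, replicate 1 of dCas9-MQ1v had 1.19% CHG methylation, and the remaining 3 plants had 0.146%, 0.168% and 0.0929%. With 1 plant left out in turn, the CHG difference ranged from 0.353 to 0.729 percentage points, highest without replicate 1. The unadjusted p ranged from 0.0571 to 0.371 in two-sided exact permutation tests. In the single library labelled *fwa rdr6*, the CG level was 5.62%, with the highest site at 13038250 (12.7%, 95% Wilson interval 12.4 to 13.0 from 47593 reads). This library was also methylated at a separate amplicon in *MSH3*, at which *fwa* plants were not. Its label is in doubt. An exchange with the library labelled SunTag–SDG2cd in Col-0 replicate 1 may explain these values, which remains a hypothesis. That library had 0.187% CG over the 3 regions. The 5.62% therefore cannot be taken as the level of the parent. No test was made against the single library labelled *fwa rdr6*.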

We found that the addition of TRBIP1 triggered a strong and consistent increase in DNA methylation, reduced H3K4me3, robustly silenced *FWA* and triggered an early-flowering phenotype (Fig. 6d–g and Extended Data Fig. 7d). To ensure that this effect was not due to differences in protein expression levels, we compared the expression of TRBIP1-dCas9-MQ1v with dCas9-MQ1v and found that they were very similar (Extended Data Fig. 7e). These data show that the removal of H3K4me3 can enhance the deposition of DNA methylation.

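At each of the 14 CG sites, the mean level was higher with TRBIP1-dCas9-MQ1v than with dCas9-MQ1v. The difference was largest at 13038385, with 92.4% ± 1.30 (SD, n = 4) against 27.3% ± 26.0 (SD, n = 4), or 65.1 percentage points. It was smallest at 13038686, with 2.91% ± 0.71 (SD, n = 4) against 1.49% ± 2.07 (SD, n = 4), or 1.42 percentage points. In two-sided exact permutation tests per site, 0 sites had an adjusted p under 0.05 (lowest adjusted p = 0.08) and 5 had an unadjusted p under 0.05, namely 13038250, 13038269, 13038361, 13038364 and 13038385. A quasi-binomial logistic model on the counts gave 5 sites with an adjusted p under 0.05. Without replicate 1 of dCas9-MQ1v, the permutation test gave 14 such sites, so the count depends on this plant. With all 8 plants, the 5 named sites had the smallest p that 4 plants against 4 allow (two-sided exact permutation test, p = 0.0286). At this p, 5 of 14 sites are too few to pass the adjustment. The count of 0 therefore does not show that no site differs. Within the dCas9-MQ1v plants, the SD at 13038272 was 30.4 percentage points around a mean of 56.4%. From the higher methylation with TRBIP1, together with lower H3K4me3, silencing of *FWA*, earlier flowering and similar protein levels of both fusions, the paper concludes that removing H3K4me3 can increase the deposition of DNA methylation.

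**Figure D3:**
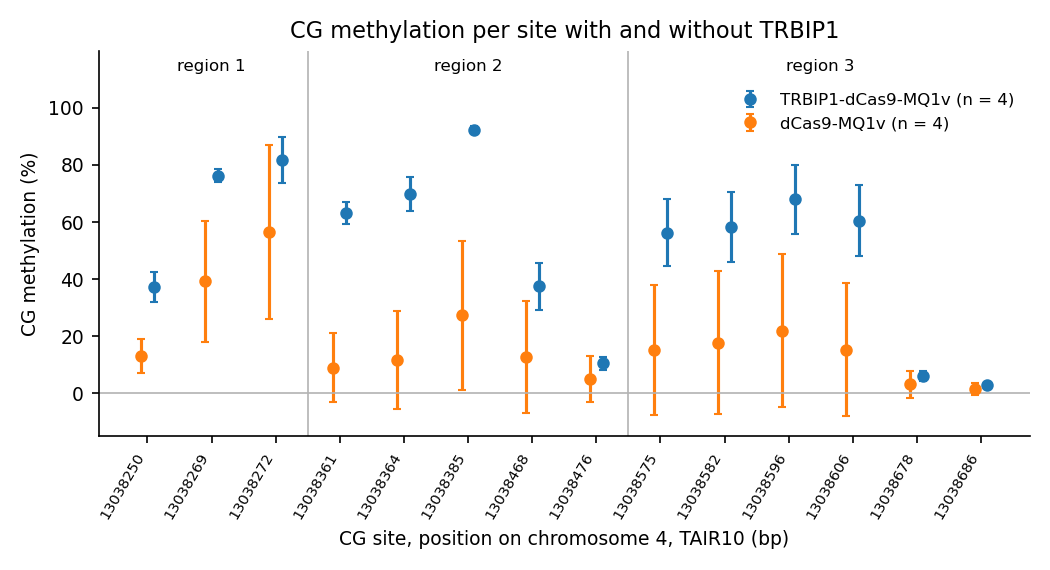
Mean CG methylation (percent, vertical axis) at each of the 14 CG sites of regions 1 to 3 (position on chromosome 4 of TAIR10 in bp, horizontal axis) in 4 plants with TRBIP1-dCas9-MQ1v (blue) and 4 with dCas9-MQ1v (orange), with error bars for the SD between plants. The means range from 2.91% at 13038686 to 92.4% at 13038385 with TRBIP1, and from 1.49% to 56.4% without it.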

## Discussion

This work shows that targeting H3K4me3 to specific regions of the *Arabidopsis* genome results in DNA demethylation at these loci that is dependent on the ROS1 class of DNA demethylases. This demethylation was associated with the recruitment of ROS1, together with the histone variant H2A.Z and histone acetylation. At most locations in the genome, H3K4me3 targeting caused a loss of DNA methylation that was not associated with an increase in transcription, showing that the loss of DNA methylation was not an indirect effect of stimulation of transcription. Furthermore, we found that the targeting of H3K4me3 caused robust recruitment of the ROS1 demethylase enzyme. ROS1 was also found to be naturally present at H3K4me3 sites in the promoters of protein coding genes, which may help to explain the lack of DNA methylation in the majority of gene promoters. The nearly ubiquitous presence of H3K4me3 at active gene promoters likely serves in part to prevent protein coding genes from gaining methylation and being silenced over time^26^. H3K4me3 is thus a powerful anti-DNA methylation mark that is involved in shaping methylation patterns throughout the genome.

Although the ROS1 class of demethylases are specific to plants, the antagonism of H3K4me3 and DNA methylation in *Arabidopsis* described here is reminiscent of mammalian methylation systems, in which the de novo DNA methylation factor Dnmt3L is recruited to unmethylated H3K4 sites and repelled by H3K4me3^47–49^. Therefore, H3K4me3 serves as an anti-DNA methylation mark in a variety of eukaryotic systems, even though the mechanisms for this can be very different.

An understanding of the antagonistic relationship between H3K4me3 and DNA methylation should facilitate the development of more sophisticated tools for the manipulation of DNA methylation patterns in plant genomes. Indeed, we demonstrated that combining an H3K4me3 removal factor with a DNA methyltransferase produced more efficient DNA methylation establishment in *Arabidopsis*. Targeted genome methylation can be used to modulate gene expression and create novel epialleles for plant research and agricultural biotechnology^23,50,51^. The concepts outlined in this work may prove useful in designing more efficient methylation targeting systems in crop plants for the development of epialleles for important plant traits.

## Methods

### Plant materials and growth conditions

All plants used in this study were Columbia-0 (Col-0) ecotype and were grown on soil under long-day conditions (16 h of light and 8 h of dark) at approximately 25 °C. The *rdr6-15*, *fwa rdr6-15*^31^, *idm1* (SALK_062999C) and *rdd* (*ros1-3, dml2-1, dml3-1*)^35^ mutant lines were described previously, and the transgenic lines were generated using floral dipping by *Agrobacterium*. For all the transgenic lines, we obtained more than 36 individual T1 transgenic lines.

### Plasmid construction

For the construction of SDG2cd–ZF, the coding sequence (CDS) of SDG2cd (from the 1,571st to 2,335th amino acids) was cloned into pENTR/D-TOPO vectors (catalogue number K240020, Thermo Fisher), then to the destination vectors MDC123 by using the LR Clonase II Enzyme mix (catalogue number 11791020, Thermo Fisher), which contains the UBQ10 promoter, as well as ZF108 and 3xFLAG fused in the C terminal of the SDG2cd, with hygromycin and basta resistance in plants, respectively. For the construction of SDG2cd(H1866K)–ZF, ENTR-SDG2cd was used as template to generated the H1866K site mutation version of ENTR-SDG2cd(H1866K), and it was then cloned into the destination vector MDC123 containing ZF108 and 3xFLAG. For the construction of SunTag–SDG2cd, Previous SunTag vector was digested by BsiWI (catalogue number ER0851, Thermo Fisher)^23^ and used for infusion reaction with SDG2cd (catalogue number 639650, Takara). For the construction of TRBIP1–ZF, The CDS sequence of TRBIP1 (AT4G35510) was cloned into pENTR/D-TOPO vectors (catalogue number K240020, Thermo Fisher), then to the destination vectors MDC123 by the LR reaction (catalogue number 11791020, Thermo Fisher). For the construction of TRBIP1-dCas9-MQ1v, the CDS of TRBIP1 and MQ1v were amplified^23^, respectively, and ligated with SV40 linker by overlapping PCR.

### Flowering time measurement

Flowering time was determined by the total number of leaves, which included both rosette and caulinar leaves on each plant. The position of each dot in the dot plots represent the leaf counts of different plants.

### Statistics and reproducibility

The western blot experiments in the Extended Data Figs. 1a, 2b, 4a,b and 7e were independently repeated twice with similar results.

### McrBC-qPCR

Relative DNA methylation level at *FWA* locus can be quantified by McrBC-qPCR. McrBC (catalogue number M0272L, NEB) is a restriction endonuclease that recognizes and cleaves DNA sequences with 5-methylcytosine. Equal amounts of DNA were incubated with either McrBC or water (as a control) at 37 °C for 4 h, followed by inactivation at 65 °C for 20 min. The DNA was then used as a template for qPCR to amplify the *FWA* locus using a specific pair of primers (forward TTGGGTTTAGTGTTTACTTG and reverse GAATGTTGAATGGGATAAGGTA). A lower relative McrBC-PCR value indicates a higher level of DNA methylation.

### BS-PCR-seq

Four- to five-week-old *Arabidopsis* leaf samples were collected and prepared for cetyl trimethyl ammonium bromide-based DNA extraction. A total of 2 µg DNA of each sample was used to perform bisulfite treatment by following the manual of the EpiTech Bisulfite kit (catalogue number 59104, QIAGEN). 

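The plus strand of TAIR10 at region 1 of the *FWA* promoter (chromosome 4, 13038143 to 13038272) reads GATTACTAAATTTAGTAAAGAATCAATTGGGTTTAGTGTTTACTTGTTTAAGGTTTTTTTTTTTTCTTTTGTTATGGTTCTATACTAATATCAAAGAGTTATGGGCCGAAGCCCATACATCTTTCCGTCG. At region 2 (13038356 to 13038499) it reads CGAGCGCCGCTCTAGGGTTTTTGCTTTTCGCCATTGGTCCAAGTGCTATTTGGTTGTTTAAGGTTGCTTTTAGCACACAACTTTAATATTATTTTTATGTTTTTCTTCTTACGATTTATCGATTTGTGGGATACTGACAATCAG. At region 3 (13038568 to 13038695) it reads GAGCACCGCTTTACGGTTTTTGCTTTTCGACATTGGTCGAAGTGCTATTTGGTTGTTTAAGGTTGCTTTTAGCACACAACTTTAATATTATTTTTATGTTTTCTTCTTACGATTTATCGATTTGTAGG. Regions 2 and 3 are copies of a repeat, and over 128 aligned bases of the converted minus strand they differ at 4 bases, with a gap of 1 base. Each of the 6 primers matches the converted minus strand directly outside its region with 0 mismatches, so the 74 cytosines with enough reads are all cytosines of that strand. The reverse primer of region 3 has its next best match at 13038486, with 2 mismatches, and the reverse primer of region 2 has its own at 13038710, with 4. In *FWA*, exon 1 extends from 13038360 to 13038417 and exon 2 from 13038520 to 13038628. The neighbouring genes are *SLK1* (AT4G25520), which ends at 13036471 on the minus strand, and *MSH3* (AT4G25540), which runs from 13042455 to 13048262 on the minus strand.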

Next, the PCR reactions were performed using the converted DNA as a template to amplify three regions located at *FWA* promoter: region 1 (chr4: 13038143-13038272), region 2 (chr4: 13038356-13038499) and region 3 (chr4: 13038568-13038695). A special polymerase Pfu Turbo Cx (catalogue number 600410, Agilent) was used, and the primers were listed in Supplementary Table 3 (ref. ^45^). The PCR products from regions 1–3 of each sample were pooled and purified using AMPure beads (catalogue number A63881, Beckman Coulter), which were then subjected to library construction using Kapa DNA Hyper Kit (catalogue number KK8502, Roche) and TruSeq DNA UD indexes for Illumina (Illumina). The BS-PCR-seq libraries were sequenced on Illumina iSeq 100.

### ChIP-seq

The ChIP-seq was performed as described previously^31^. About 2–3 g of leaf tissue were collected and ground with liquid nitrogen. The resulting powder was subsequently resuspended in 25 ml of nuclear isolation buffer (50 mM Hepes, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, 1 Protease Inhibitor Cocktail (catalogue number 11873580001, Sigma)) containing 1% formaldehyde and then agitated to facilitate crosslinking at room temperature for 10 min. Freshly made 1.7 ml 2 M glycine was added to end the crosslinking procedure. The resuspended samples were filtered through a single-layer Miracloth (catalogue number 475855-1R, EMD millipore) and centrifuged at 2,880 × *g* at 4 °C for 20 min. The pellets were resuspended with extraction buffer 2 (0.25 M sucrose, 10 mM Tris–HCl pH = 8.0, 10 mM MgCl_2_, 1% Triton X-100, 5 mM β-mercaptoethanol, 0.1 mM PMSF, 5 mM benzamidine, 1 Protease Inhibitor Cocktail) in 2 ml Eppendorf tube, which was centrifuged again at 12,000 × *g* at 4 °C for 10 min. The pellets were further resuspended with extraction buffer 3 (1.7 M sucrose, 10 mM Tris–HCl pH = 8.0, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM β-mercaptoethanol, 0.1 mM PMSF, 5 mM benzamidine, 1× Protease Inhibitor Cocktail) and centrifuged at 12,000 × *g* at 4 °C for 1 h. Then the pellets were resuspended with 400 μl lysis buffer (50 mM Tris–HCl pH = 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM benzamidine, 1× cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail (catalogue number 11836170001, Sigma)), diluted with 1.7 ml ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl pH = 8.0, 167 mM NaCl, 0.1 mM PMSF, 5 mM benzamidine, 1 Protease Inhibitor Cocktail) and sheared by Bioruptor Plus (catalogue number B01020001, Diagenode) for 23 cycles (each cycle consisting of 30 s on and 30 s off). The lysate was centrifuged with max speed at 4 °C for 10 min, and the supernatant was carefully transferred to new tubes. This procedure was repeated twice, and the supernatant was incubated with the respective antibody at 4 °C overnight. About 25 μl magnetic Protein A and Protein G Dynabeads (catalogue number 10002D and 10004D, Invitrogen) was added, and the mixture was incubated at 4 °C for 2 h. Next, the beads were washed at 4 °C for 5 min with low-salt solution (150 mM NaCl, 0.2% SDS, 0.5% Triton x-100, 2 mM EDTA, 20 mM Tris–HCl pH = 8.0) (twice), high-salt solution (500 mM NaCl, 0.2% SDS, 0.5% Triton x-100, 2 mM EDTA, 20 mM Tris–HCl pH = 8.0), LiCl solution (250 mM LiCl, 1% Igepal, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH = 8.0) and TE solution (10 mM Tris–HCl pH = 8.0 and 1 mM EDTA) at 4 °C for 5 min with each solution. The beads were eluted with 500 μl elution buffer (1% SDS, 10 mM EDTA, 0.1 M NaHCO_3_) at 65 °C for 30 min, and reverse crosslinking was performed at 65 °C overnight. Then 1 μl of 20 mg ml^−1^ Protease K, 10 μl of 0.5 M EDTA pH 8.0 and 20 μl 1 M Tris pH 6.5 were added for the protein deactivation at 45 °C for 4 h, and the DNA was isolated with 550 μl phenol/chloroform/isoamyl alcohol (25:24:1, catalogue number 15593049, Invitrogen) and 500 μl chloroform using phase lock gel (catalogue number 2302820, VWR) and precipitated with 50 μl of 3 M sodium acetate, 2 μl GlycoBlue (catalogue number AM9516, Invitrogen) and 1 ml of 100% ethanol at −20 °C overnight. The DNA was precipitated by max speed centrifuge at 4 °C for 30 min, and the DNA pellet was washed with 700 μl 70% ethanol and eluted with 10 μl nuclease-free water, which was subjected to library construction using the Ovation Ultra Low System V2 kit (catalogue number 0344NB-A01, NuGEN). The libraries were sequenced on an Illumina NovaSeq 6000 sequencer.

### WGBS

The plant DNA was extracted using DNeasy Plant Kit (catalogue number 69106, Qiagen). A total of 500 ng plant DNA was used for WGBS. The DNA was sheared at 4 °C for 2 min using Covaris. Then fragmented DNA was subjected to end repair and adapter ligation following the manual of the Kapa DNA Hyper Kit (catalogue number KK8502, Roche). The TruSeq DNA UD indexes (catalogue number 20022370, Illumina) were used as adapters. Next, the DNA ligation product was purified with AMPure beads (catalogue number A63881, Beckman Coulter), followed by DNA conversion using EpiTech Bisulfite kit (catalogue number 59104, QIAGEN). The converted DNA and the universal primers from Kapa DNA Hyper Kit were used to construct the libraries and subsequently sequenced on Illumina NovaSeq 6000 sequencer^31^.

### RNA sequencing

Plant RNA was isolated from 4-week-old *Arabidopsis* leaves using the Direct-zol RNA MiniPrep kit (catalogue number R2052, Zymo Research). To construct the RNA-sequencing (RNA-seq) library, 1 µg total RNA per sample was used following the instructions provided in the TruSeq Stranded mRNA kit (catalogue number 20020594, Illumina). The libraries were then sequenced on Illumina NovaSeq 6000 sequencer.

## Quantification and statistical analysis

### ChIP-seq analysis

The ChIP-seq raw reads were filtered and trimmed using trim_galore (v0.6.5), and then mapping to the reference genome (TAIR10) was done with Bowtie2 (v2.1.0)^52^ with default parameters. The duplicated reads were removed using Samtools (v1.9)^53^, and the tracks were generated using deeptools (v3.1.3)^54^. MACS2 (v2.2.1) was used to call the peaks^55^. To calculate the enrichment of H3K4me3, H3K14ac and H2A.Z in ZF transgenic lines versus control lines, the histone ChIP-seq signals were first normalized to their respective inputs using bigwigCompare (deeptools_v3.1.3). Then the normalized histone ChIP-seq signals of the ZF transgenic lines were adjusted by subtracting the signals of the control lines, which were subjected to metaplot and heat map analysis over ZF off-target sites and shuffled sites^31^. A similar method was also applied to analyse the enrichment of Myc ChIP-seq signals in Myc–ROS1×SDG2cd–ZF versus Myc–ROS1 and Myc–JMJ14×TRBIP1–ZF versus Myc–JMJ14.

Upon examining the genome browser, we found that some regions in SDG2cd–ZF did not have clear H3K4me3 peaks, while still being retained by the peak-calling pipeline. It is worth noting that the majority of these regions were located in hypermethylated pericentromeric areas. To ensure accuracy of the analysis, in Fig. 3d and Supplementary Fig. 1, we removed these regions to generate the violin plots and heat maps.

### WGBS and BS-PCR-seq analysis

Analysis of WGBS data was conducted following the pipeline outlined previously^31^. The raw paired-end sequencing reads from each sample were mapped to *Arabidopsis* reference genome TAIR10 using BSMAP (v2.90)^56^, which allowed up to two mismatches and one best hit. To ensure data quality, reads containing more than three consecutive methylated CHH sites were excluded. The methylation level for each cytosine was determined by calculating the ratio of methylated cytosines (C) to the sum of methylated cytosines and unmethylated cytosines: C/(C + T).

To perform BS-PCR-seq analysis, the methylation data within three predefined *FWA* promoter regions were retained to make plots using customized R scripts.

### RNA-seq analysis

The raw reads were mapped to the reference genome of *Arabidopsis* TAIR10 using Bowtie2 (v2.1.0)^52^. RSEM (v1.3.1) was used to calculate the gene expression level using default settings^57^, and Trinity (v2.8.5) was used to call differentially expressed genes (DEGs) with log_2_ FC ≥ 1 and FDR < 0.05 as a cut-off^58^. The track files were generated using Samtools (v1.9) and deeptools (v3.1.3)^53,54^. Region-associated DEG analysis was performed using the online tool available at https://labw.org/rad (ref. ^59^). Briefly, the up- and down-regulated DEGs of TRBIP–ZFs versus *fwa* were used as inputs, and FLAG–ZF ChIP-seq peaks were used as targeting regions to run the program.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1–3.

Reporting Summary

Supplementary Table 1 CG DNA methylation and H3K4me3 ChIP-seq data of SDG2cd–ZF and Col-0 at ZF off-target sites, FLAG–TRBIP1 IP-MS and primer sequences.

## Source data

Source Data Extended Data Fig. 1 Unprocessed western blots for Extended Data Fig. 1a.

Source Data Extended Data Fig. 2 Unprocessed western blots for Extended Data Fig. 2b.

Source Data Extended Data Fig. 4 Unprocessed western blots for Extended Data Fig. 4a,b.

Source Data Extended Data Fig. 7 Unprocessed western blots for Extended Data Fig. 7e.

## Data Availability

The high-throughput sequencing data generated in this paper have been deposited in the Gene Expression Omnibus (GEO) database (accession number GSE245961). Source data are provided with this paper.

## References

[1] Jones, P. A. Functions of DNA methylation: islands, start sites, gene bodies and beyond. *Nat. Rev. Genet.***13**, 484–492 (2012).22641018 10.1038/nrg3230

[2] Law, J. A. & Jacobsen, S. E. Establishing, maintaining and modifying DNA methylation patterns in plants and animals. *Nat. Rev. Genet.***11**, 204–220 (2010).20142834 10.1038/nrg2719PMC3034103

[3] Soppe, W. J. et al. The late flowering phenotype of fwa mutants is caused by gain-of-function epigenetic alleles of a homeodomain gene. *Mol. Cell***6**, 791–802 (2000).11090618 10.1016/s1097-2765(05)00090-0

[4] Zhang, H., Lang, Z. & Zhu, J. K. Dynamics and function of DNA methylation in plants. *Nat. Rev. Mol. Cell Biol.***19**, 489–506 (2018).29784956 10.1038/s41580-018-0016-z

[5] Jackson, J. P., Lindroth, A. M., Cao, X. & Jacobsen, S. E. Control of CpNpG DNA methylation by the KRYPTONITE histone H3 methyltransferase. *Nature***416**, 556–560 (2002).11898023 10.1038/nature731

[6] Du, J. et al. Dual binding of chromomethylase domains to H3K9me2-containing nucleosomes directs DNA methylation in plants. *Cell***151**, 167–180 (2012).23021223 10.1016/j.cell.2012.07.034PMC3471781

[7] Stroud, H. et al. Non-CG methylation patterns shape the epigenetic landscape in *Arabidopsis*. *Nat. Struct. Mol. Biol.***21**, 64–72 (2014).24336224 10.1038/nsmb.2735PMC4103798

[8] Niederhuth, C. E. & Schmitz, R. J. Putting DNA methylation in context: from genomes to gene expression in plants. *Biochim. Biophys. Acta Gene Regul. Mech.***1860**, 149–156 (2017).27590871 10.1016/j.bbagrm.2016.08.009PMC5203807

[9] Saze, H., Mittelsten Scheid, O. & Paszkowski, J. Maintenance of CpG methylation is essential for epigenetic inheritance during plant gametogenesis. *Nat. Genet.***34**, 65–69 (2003).12669067 10.1038/ng1138

[10] Mathieu, O., Reinders, J., Caikovski, M., Smathajitt, C. & Paszkowski, J. Transgenerational stability of the *Arabidopsis* epigenome is coordinated by CG methylation. *Cell***130**, 851–862 (2007).17803908 10.1016/j.cell.2007.07.007

[11] Gong, Z. et al. ROS1, a repressor of transcriptional gene silencing in *Arabidopsis*, encodes a DNA glycosylase/lyase. *Cell***111**, 803–814 (2002).12526807 10.1016/s0092-8674(02)01133-9

[12] Choi, Y. et al. DEMETER, a DNA glycosylase domain protein, is required for endosperm gene imprinting and seed viability in *Arabidopsis*. *Cell***110**, 33–42 (2002).12150995 10.1016/s0092-8674(02)00807-3

[13] Liu, R. & Lang, Z. The mechanism and function of active DNA demethylation in plants. *J. Integr. Plant Biol.***62**, 148–159 (2020).31628716 10.1111/jipb.12879

[14] Berr, A. et al. *Arabidopsis* SET DOMAIN GROUP2 is required for H3K4 trimethylation and is crucial for both sporophyte and gametophyte development. *Plant cell***22**, 3232–3248 (2010).21037105 10.1105/tpc.110.079962PMC2990135

[15] Guo, L., Yu, Y., Law, J. A. & Zhang, X. SET DOMAIN GROUP2 is the major histone H3 lysine [corrected] 4 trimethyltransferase in *Arabidopsis*. *Proc. Natl Acad. Sci. USA***107**, 18557–18562 (2010).20937886 10.1073/pnas.1010478107PMC2972934

[16] Lu, F., Cui, X., Zhang, S., Liu, C. & Cao, X. JMJ14 is an H3K4 demethylase regulating flowering time in *Arabidopsis*. *Cell Res.***20**, 387–390 (2010).20177424 10.1038/cr.2010.27

[17] Xiao, J., Lee, U. S. & Wagner, D. Tug of war: adding and removing histone lysine methylation in *Arabidopsis*. *Curr. Opin. Plant Biol.***34**, 41–53 (2016).27614255 10.1016/j.pbi.2016.08.002

[18] Liu, P. et al. The histone H3K4 demethylase JMJ16 represses leaf senescence in *Arabidopsis*. *Plant Cell***31**, 430–443 (2019).30712008 10.1105/tpc.18.00693PMC6447021

[19] Yang, H. et al. Overexpression of a histone H3K4 demethylase, JMJ15, accelerates flowering time in *Arabidopsis*. *Plant Cell Rep.***31**, 1297–1308 (2012).22555401 10.1007/s00299-012-1249-5

[20] Jiang, D., Yang, W., He, Y. & Amasino, R. M. *Arabidopsis* relatives of the human lysine-specific demethylase1 repress the expression of FWA and FLOWERING LOCUS C and thus promote the floral transition. *Plant Cell***19**, 2975–2987 (2007).17921315 10.1105/tpc.107.052373PMC2174716

[21] Mori, S. et al. Cotranscriptional demethylation induces global loss of H3K4me2 from active genes in *Arabidopsis*. *EMBO J.***42**, e113798 (2023).37849386 10.15252/embj.2023113798PMC10690457

[22] Inagaki, S., Takahashi, M., Takashima, K., Oya, S. & Kakutani, T. Chromatin-based mechanisms to coordinate convergent overlapping transcription. *Nat. Plants***7**, 295–302 (2021).33649596 10.1038/s41477-021-00868-3

[23] Ghoshal, B., Picard, C. L., Vong, B., Feng, S. & Jacobsen, S. E. CRISPR-based targeting of DNA methylation in Arabidopsis thaliana by a bacterial CG-specific DNA methyltransferase. *Proc. Natl Acad. Sci. USA***118**, e2125016118 (2021).34074795 10.1073/pnas.2125016118PMC8201958

[24] Liu, W. et al. Ectopic targeting of CG DNA methylation in *Arabidopsis* with the bacterial SssI methyltransferase. *Nat. Commun.***12**, 3130 (2021).34035251 10.1038/s41467-021-23346-yPMC8149686

[25] Gallego-Bartolome, J. et al. Co-targeting RNA polymerases IV and V promotes efficient de novo DNA methylation in *Arabidopsis*. *Cell***176**, 1068–1082.e19 (2019).30739798 10.1016/j.cell.2019.01.029PMC6386582

[26] Zhang, X., Bernatavichute, Y. V., Cokus, S., Pellegrini, M. & Jacobsen, S. E. Genome-wide analysis of mono-, di- and trimethylation of histone H3 lysine 4 in *Arabidopsis thaliana*. *Genome Biol.***10**, R62 (2009).19508735 10.1186/gb-2009-10-6-r62PMC2718496

[27] Cokus, S. J. et al. Shotgun bisulphite sequencing of the *Arabidopsis* genome reveals DNA methylation patterning. *Nature***452**, 215–219 (2008).18278030 10.1038/nature06745PMC2377394

[28] Zhang, X. et al. Genome-wide high-resolution mapping and functional analysis of DNA methylation in *Arabidopsis*. *Cell***126**, 1189–1201 (2006).16949657 10.1016/j.cell.2006.08.003

[29] Johnson, L. M. et al. SRA- and SET-domain-containing proteins link RNA polymerase V occupancy to DNA methylation. *Nature***507**, 124–128 (2014).24463519 10.1038/nature12931PMC3963826

[30] Papikian, A., Liu, W., Gallego-Bartolome, J. & Jacobsen, S. E. Site-specific manipulation of *Arabidopsis* loci using CRISPR-Cas9 SunTag systems. *Nat. Commun.***10**, 729 (2019).30760722 10.1038/s41467-019-08736-7PMC6374409

[31] Wang, M. et al. A gene silencing screen uncovers diverse tools for targeted gene repression in *Arabidopsis*. *Nat. Plants***9**, 460–472 (2023).36879017 10.1038/s41477-023-01362-8PMC10027610

[32] Soares, L. M., Radman-Livaja, M., Lin, S. G., Rando, O. J. & Buratowski, S. Feedback control of Set1 protein levels is important for proper H3K4 methylation patterns. *Cell Rep.***6**, 961–972 (2014).24613354 10.1016/j.celrep.2014.02.017PMC3999964

[33] Schlichter, A. & Cairns, B. R. Histone trimethylation by Set1 is coordinated by the RRM, autoinhibitory, and catalytic domains. *EMBO J.***24**, 1222–1231 (2005).15775977 10.1038/sj.emboj.7600607PMC556409

[34] Tanenbaum, M. E., Gilbert, L. A., Qi, L. S., Weissman, J. S. & Vale, R. D. A protein-tagging system for signal amplification in gene expression and fluorescence imaging. *Cell***159**, 635–646 (2014).25307933 10.1016/j.cell.2014.09.039PMC4252608

[35] Penterman, J. et al. DNA demethylation in the *Arabidopsis* genome. *Proc. Natl Acad. Sci. USA***104**, 6752–6757 (2007).17409185 10.1073/pnas.0701861104PMC1847597

[36] Nie, W. F. et al. Histone acetylation recruits the SWR1 complex to regulate active DNA demethylation in *Arabidopsis*. *Proc. Natl Acad. Sci. USA***116**, 16641–16650 (2019).31363048 10.1073/pnas.1906023116PMC6697875

[37] Qian, W. et al. A histone acetyltransferase regulates active DNA demethylation in *Arabidopsis*. *Science***336**, 1445–1448 (2012).22700931 10.1126/science.1219416PMC3575687

[38] Hu, G. et al. H2A.Z facilitates access of active and repressive complexes to chromatin in embryonic stem cell self-renewal and differentiation. *Cell Stem Cell***12**, 180–192 (2013).23260488 10.1016/j.stem.2012.11.003PMC3570599

[39] Wang, Z. et al. Genome-wide mapping of HATs and HDACs reveals distinct functions in active and inactive genes. *Cell***138**, 1019–1031 (2009).19698979 10.1016/j.cell.2009.06.049PMC2750862

[40] Du, X. et al. Molecular basis of the plant ROS1-mediated active DNA demethylation. *Nat. Plants***9**, 271–279 (2023).36624257 10.1038/s41477-022-01322-8

[41] Guo, H. et al. The DNA methylation landscape of human early embryos. *Nature***511**, 606–610 (2014).25079557 10.1038/nature13544

[42] Zilberman, D., Coleman-Derr, D., Ballinger, T. & Henikoff, S. Histone H2A.Z and DNA methylation are mutually antagonistic chromatin marks. *Nature***456**, 125–129 (2008).18815594 10.1038/nature07324PMC2877514

[43] Stroud, H., Greenberg, M. V., Feng, S., Bernatavichute, Y. V. & Jacobsen, S. E. Comprehensive analysis of silencing mutants reveals complex regulation of the *Arabidopsis* methylome. *Cell***152**, 352–364 (2013).23313553 10.1016/j.cell.2012.10.054PMC3597350

[44] Chen, L. Q. et al. ATX3, ATX4, and ATX5 encode putative H3K4 methyltransferases and are critical for plant development. *Plant Physiol.***174**, 1795–1806 (2017).28550207 10.1104/pp.16.01944PMC5490889

[45] Wang, M. et al. *Arabidopsis* TRB proteins function in H3K4me3 demethylation by recruiting JMJ14. *Nat. Commun.***14**, 1736 (2023).36977663 10.1038/s41467-023-37263-9PMC10049986

[46] Lei, Y. et al. Targeted DNA methylation in vivo using an engineered dCas9-MQ1 fusion protein. *Nat. Commun.***8**, 16026 (2017).28695892 10.1038/ncomms16026PMC5508226

[47] Douillet, D. et al. Uncoupling histone H3K4 trimethylation from developmental gene expression via an equilibrium of COMPASS, Polycomb and DNA methylation. *Nat. Genet.***52**, 615–625 (2020).32393859 10.1038/s41588-020-0618-1PMC7790509

[48] Cedar, H. & Bergman, Y. Linking DNA methylation and histone modification: patterns and paradigms. *Nat. Rev. Genet.***10**, 295–304 (2009).19308066 10.1038/nrg2540

[49] Ooi, S. K. et al. DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA. *Nature***448**, 714–717 (2007).17687327 10.1038/nature05987PMC2650820

[50] Veley, K. M. et al. Improving cassava bacterial blight resistance by editing the epigenome. *Nat. Commun.***14**, 85 (2023).36604425 10.1038/s41467-022-35675-7PMC9816117

[51] Cheng, Y., Zhou, Y. & Wang, M. Targeted gene regulation through epigenome editing in plants. *Curr. Opin. Plant Biol.***80**, 102552 (2024).38776571 10.1016/j.pbi.2024.102552

[52] Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods***9**, 357–359 (2012).22388286 10.1038/nmeth.1923PMC3322381

[53] Li, H. et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics***25**, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[54] Ramirez, F. et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.***44**, W160–W165 (2016).27079975 10.1093/nar/gkw257PMC4987876

[55] Zhang, Y. et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.***9**, R137 (2008).18798982 10.1186/gb-2008-9-9-r137PMC2592715

[56] Xi, Y. & Li, W. BSMAP: whole genome bisulfite sequence MAPping program. *BMC Bioinformatics***10**, 232 (2009).19635165 10.1186/1471-2105-10-232PMC2724425

[57] Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-seq data with or without a reference genome. *BMC Bioinformatics***12**, 323 (2011).21816040 10.1186/1471-2105-12-323PMC3163565

[58] Grabherr, M. G. et al. Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nat. Biotechnol.***29**, 644–652 (2011).21572440 10.1038/nbt.1883PMC3571712

[59] Guo, Y. et al. RAD: a web application to identify region associated differentially expressed genes. *Bioinformatics*10.1093/bioinformatics/btab075 (2021).33532827 10.1093/bioinformatics/btab075

# Supplementary material for: Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in Arabidopsis
**Source:** Nat Plants. 2025 Feb 11;11(2):206–17. doi: 10.1038/s41477-025-01924-y
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–3.

# Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in *Arabidopsis*

In the format provided by the  
authors and unedited

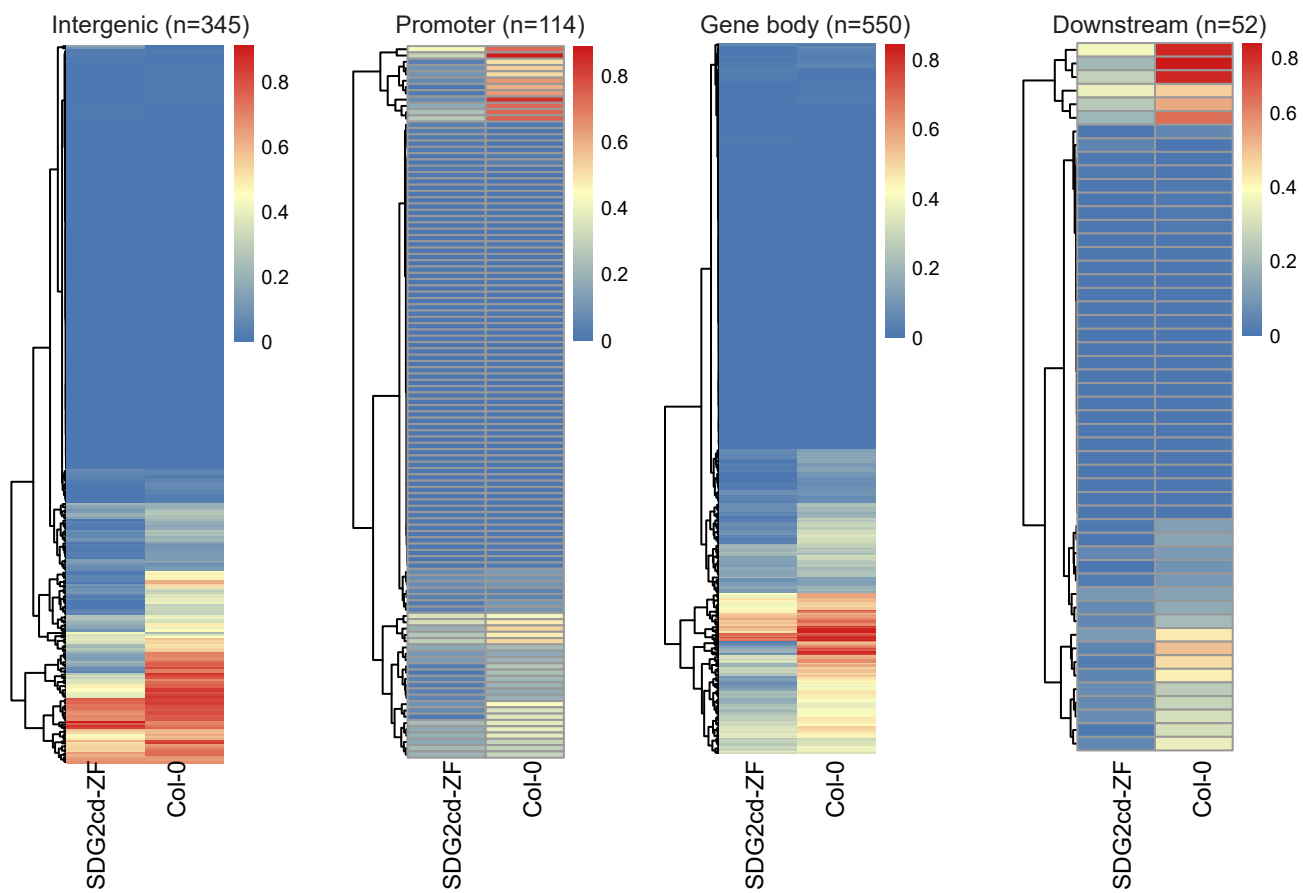

**Supplementary Fig. 1** Heatmaps showing the relative CG DNA methylation levels of Col-0 and SDG2cd-ZF across ZF binding genes with strongly increased H3K4me3, spanning the intergenic, promoter, gene body, and downstream regions.

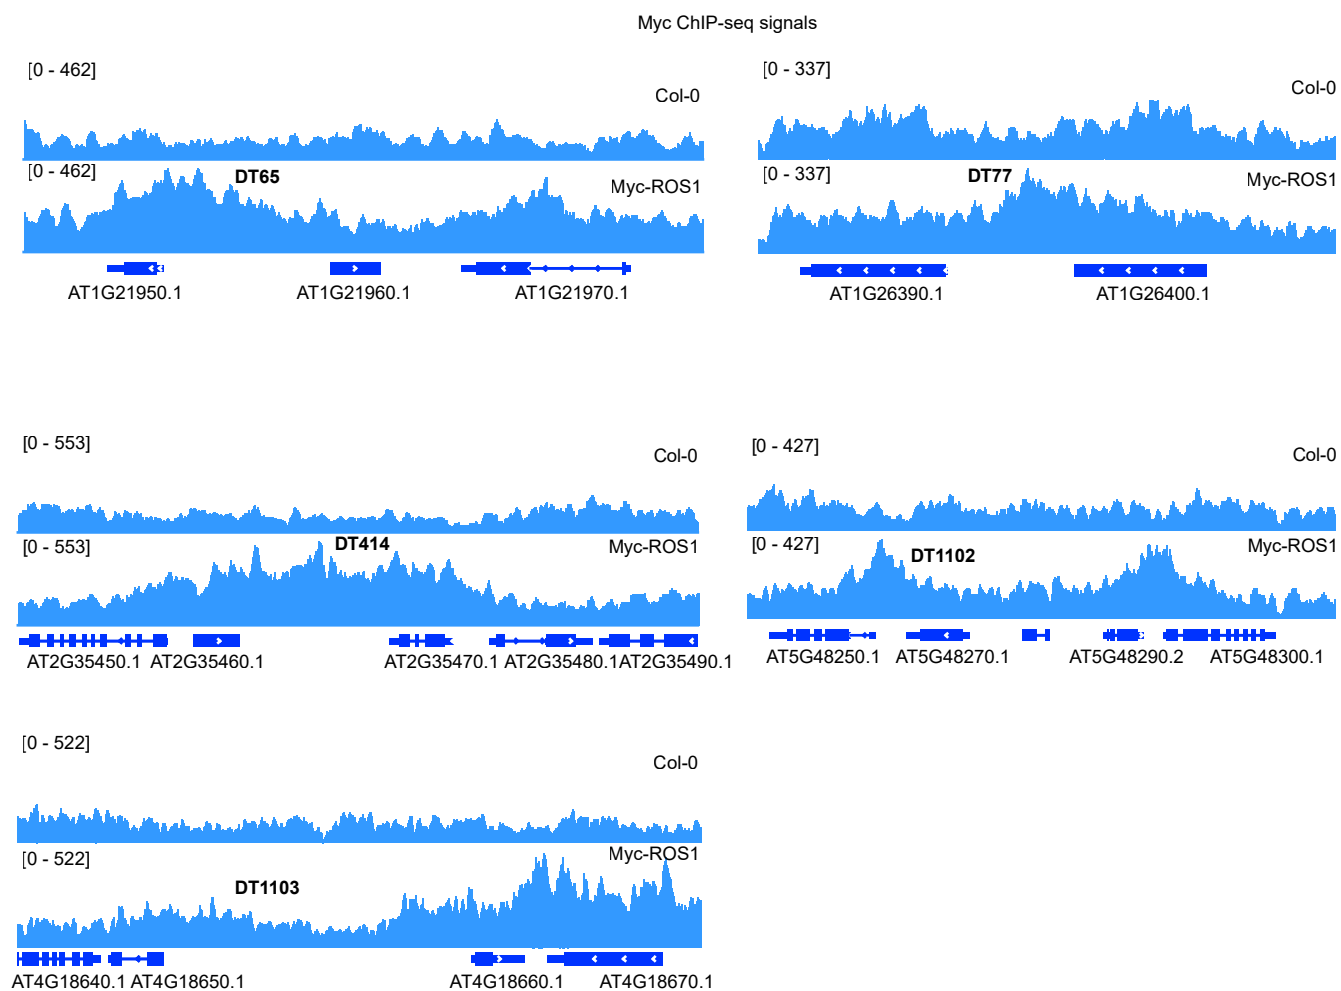

**Supplementary Fig. 2 Genome browser views of Myc ChIP-seq signals in Col-0 and Myc-ROS1 at five DT loci previously reported by ChIP-qPCR.**

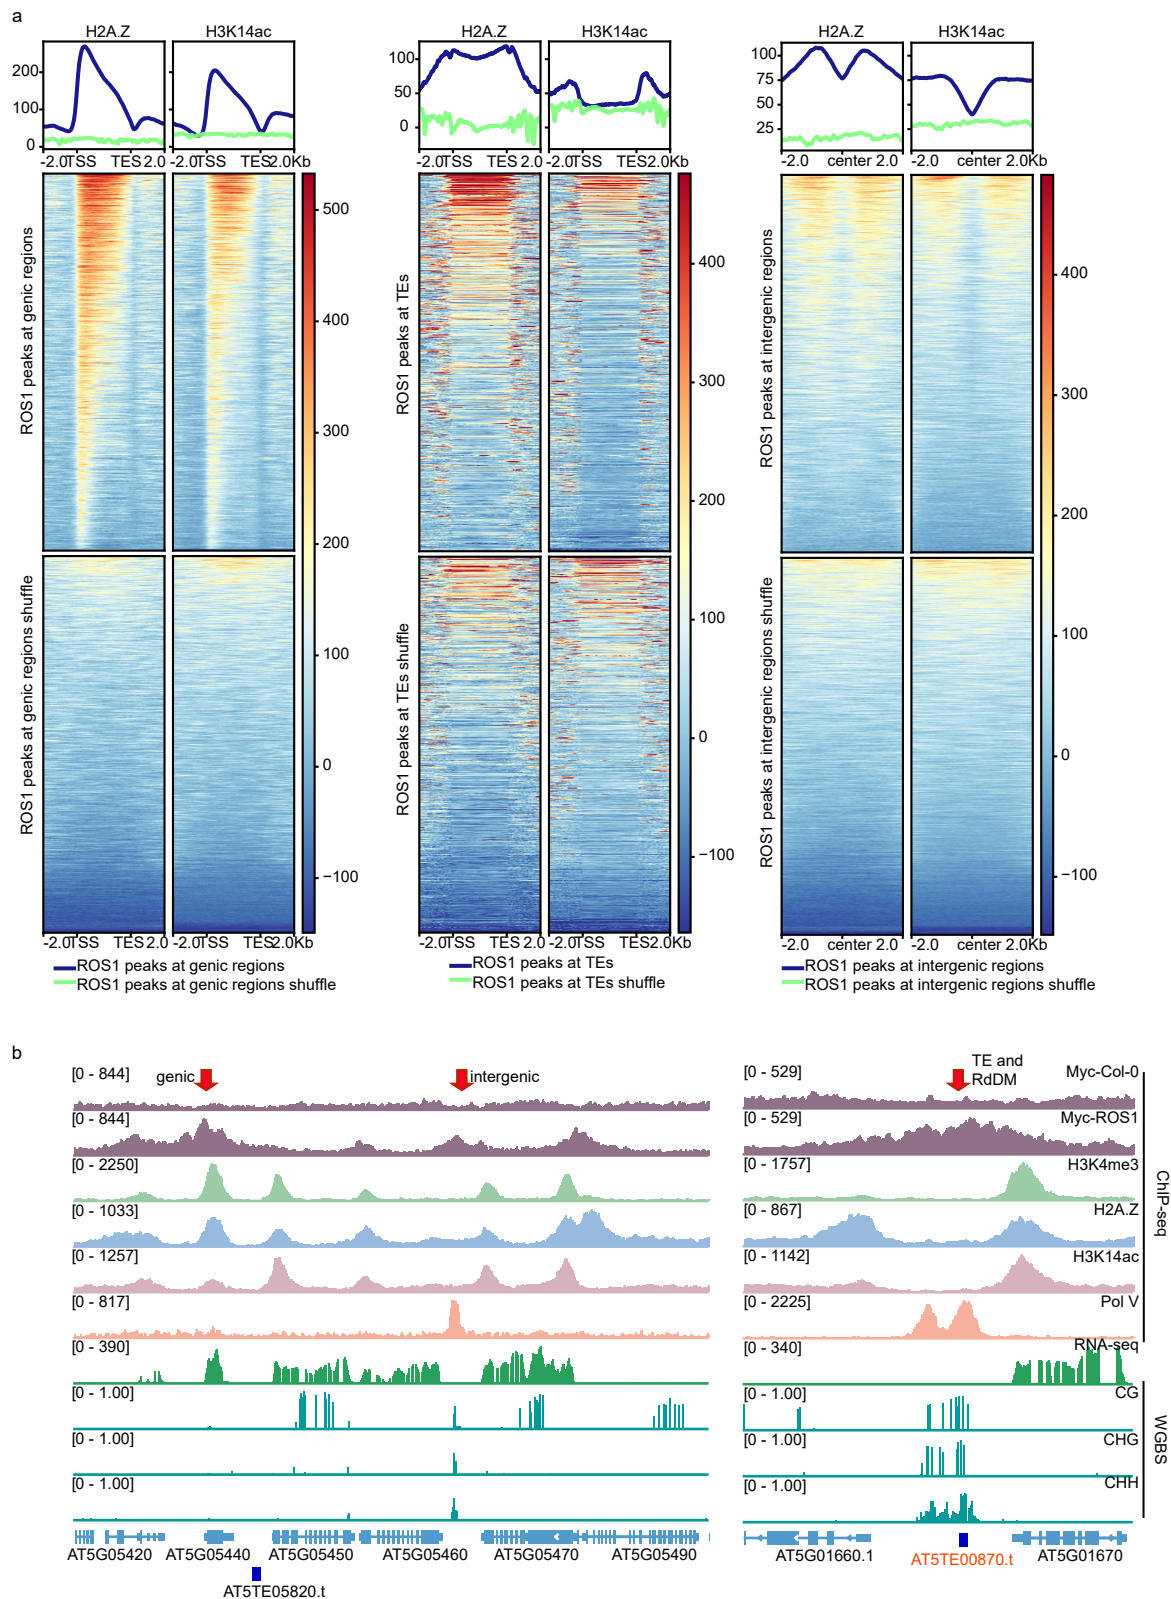

**Supplementary Fig. 3 The overlapping of H2A.Z, H3K14ac and ROS1 ChIP-seq signals at different chromatin regions.** **a**, Metaplots and heatmaps displaying the normalized ChIP-seq signals of H2A.Z and H3K14ac at ROS1 targeting genic regions, TEs, intergenic regions and corresponding shuffle sites. **b**, Genome browser view showing ChIP-seq signals of Myc-Col-0, Myc-ROS1, H3K4me3, H3K14ac, H2A.Z, Pol V and RNAseq signal of Col-0 over representative ROS1 binding sites. The red arrowhead indicate the representative examples of ROS1 targeting genic, intergenic and TE regions, respectively.

# Supplementary material for: Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in Arabidopsis
**Source:** Nat Plants. 2025 Feb 11;11(2):206–17. doi: 10.1038/s41477-025-01924-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | <p>RNA-Sequencing analysis</p> <p>The raw reads were mapped to the reference genome of Arabidopsis TAIR10 using Bowtie2 (v2.1.0). RSEM (v1.3.1) was used to calculate the gene expression level using default setting, and Trinity (v2.8.5) was used to call DEGs with log2 FC ≥ 1 and FDR &lt; 0.05 as a cut off. The track files were generated by using Samtools (v1.9) and deeptools (v3.1.3). Region associated DEG analysis (RAD) was performed by using the pipeline as described previously (43). Briefly, the up- and down-regulated DEGs of TRBIP-ZFs versus fwa were used as inputs, and FLAG-ZF ChIP-seq peaks were used as targeting regions to run the pipeline.</p> <p>ChIP-seq analysis</p> <p>The ChIP-seq raw reads were filtered and trimmed using trim_galore (v0.6.5), and then mapping to the reference genome (TAIR10) with Bowtie2 (v2.1.0) with default parameters. The duplicated reads were removed by using the Samtools (v1.9), and the tracks were generated by using deeptools (v3.1.3). MACS2 (v2.2.1) was used to call peaks. To calculate the enrichment of H3K4me3, H3K14ac, and H2A.Z in ZF transgenic lines versus control lines, the corresponding histone ChIP-seq signals were first normalized to their respect inputs by using bigwigCompare, the normalized histone ChIP-seq signals of the ZF transgenic lines were further normalized to the control lines by using bigwigCompare, which were subjected to the metaplot and heatmap analysis over ZF off-target sites and shuffled sites. The similar method was also applied to the enrichment of Myc ChIP-seq signals in Myc-ROS1xSDG2cd-ZF versus Myc-ROS1, Myc-JMJ14xTRBIP1-ZF versus Myc-JMJ14. Upon examining the genome browser, we found that some regions in SDG2cd-ZF did not have clear H3K4me3 peaks, while still being retained by the peak-calling pipeline. Notably, the majority of these regions were located in hypermethylated pericentromeric areas. To ensure accuracy of the analysis in Fig. 3d and Supplementary Fig. 1, we removed these regions to generate the violin plots and heatmaps.</p> |

## WGBS analysis

The analysis of WGBS data was conducted following the pipeline outlined previously. The raw paired-end sequencing reads from each sample were mapped to Arabidopsis reference genome TAIR10 using BSMAP (v2.90), which allowed up to 2 mismatches and 1 best hit. To ensure data quality, the reads with more than 3 consecutive methylated CHH were excluded. The methylation level for each cytosine was determined by calculating the ratio of methylated cytosines (C) to the sum of methylated cytosines and unmethylated cytosines: C/(C+T).

To perform BS-PCR-seq analysis, the methylation data within three predefined FWA promoter regions were retained to make plots by using customized R scripts. R version 4.1.3.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The high-throughput sequencing data generated in this paper have been deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE245961).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No formal sample size calculation was performed. The sample sizes for RNA-seq, WGBS, ChIP-seq, and BS-PCR experiments were selected based on widely accepted field standards. Specifically, for RNA-seq, we included 3 biological replicates per condition, as recommended by Church et al. (2016). For WGBS and ChIP-seq, 2-3 biological replicates were used, following ENCODE consortium guidelines (Landt et al., 2012; Ziller et al., 2013). These sample sizes are considered sufficient to ensure reliable and reproducible results in similar studies.

Data exclusions

No data exclusion in the study.

Replication

Two replicates for ChIP-seq. Two replicates for BS-PCR. Three replicates for RNA-seq samples. Three technical replicates for qRT-PCR. All replicates were performed independently and produced high reproducible results.

Randomization

For all experiments, treatment and control samples were grown side by side, each replicate on separate plate. Allocation of samples were not random, because it is not relevant to the study. Randomization was not applicable in this study because the experiments were designed to investigate specific molecular mechanisms or targeted biological processes, rather than assess randomized groups or conditions. The samples and experimental conditions were predetermined based on the biological context and the study objectives, such as analyzing gene expression changes, DNA methylation and histone modification patterns. These targeted analyses do not involve variability that would necessitate

randomization, as they focus on controlled and reproducible experimental setups.

## Blinding

No blinding used because it was largely not relevant to our study. All data were collected based on the genotype of plants, while blinding the samples during the experiments will increase the risk of mislabeling and wrong results.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☒ ☐ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☐ ☒ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Anti-FLAG Millipore Sigma Cat# F1804; RRID:AB\_262044  
 Anti-FLAG M2-Peroxidase (HRP) Millipore Sigma Aldrich Cat# A8592, RRID:AB\_439702  
 Anti-Histone H3 Abcam Cat# ab1791, RRID:AB\_302613  
 Anti-trimethyl-Histone H3 (Lys4)- Millipore Sigma Cat# 04-745, RRID:AB\_1163444  
 Anti-Myc-tag (71D10) rabbit mAb Cell Signaling Cat# 2278S, RRID:AB\_1658203

### Validation

anti-FLAG M2 (Sigma): the antibodies have been validated by the manufacturer, <https://www.sigmaaldrich.com/catalog/product/sigma/fl804>  
 Anti-FLAG M2-Peroxidase (HRP)(Sigma): the antibodies have been validated by the manufacturer, <https://www.sigmaaldrich.com/US/en/product/sigma/a8592>  
 anti-H3 (Ab1791, Abcam): the antibodies have been validated by the manufacturer, <https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>  
 Anti-H3K4me3 (04-745, Millipore Sigma): the antibodies have been validated by the manufacturer, [https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibodyclone-MC315-rabbit-monoclonal-MM\\_NF-04-745](https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibodyclone-MC315-rabbit-monoclonal-MM_NF-04-745)  
 Anti-Myc-tag (71D10) (2278S, Cell Signaling Technology) the antibodies have been validated by the manufacturer, <https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-mab/2278>

## Plants

### Seed stocks

rdr6-15, fwa rdr6-15, idm1-1 and rdd (ros1-3, dml2-1, dml3-1) mutant lines

### Novel plant genotypes

SDG2cd-ZF in WT background, SDG2cd-ZF in rdd background, SunTag-SDG2cd in WT background, SunTag-SDG2cd in rdr6 background, TRBIP1-ZF in fwa background, TRBIP2-ZF in fwa background, TRBIP1-dCAS9-MQ1v in fwa rdr6 background.

### Authentication

The seeds stocks have been used frequently by multiple previous studies. The novel transgenic lines were compared with a well designed corresponding control lines to avoid secondary effect.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](https://www.ncbi.nlm.nih.gov/geo/).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

The high-throughput sequencing data generated in this paper have been deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE245961 with secure token: wjsbkomqxvixyh).

ChIPseq-SET1-H3K4me3-Col0-Rep1\_S28\_L002.bw  
 ChIPseq-SET1-H3K4me3-Col0-Rep2\_S29\_L002.bw  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep1\_S30\_L002.bw  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep2\_S31\_L002.bw  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep3\_S32\_L002.bw  
 ChIPseq-SET1-input-Col0-Rep1\_S43\_L002.bw  
 ChIPseq-SET1-input-Col0-Rep2\_S44\_L002.bw  
 ChIPseq-SET1-input-SDG2-ZF-Rep1\_S45\_L002.bw  
 ChIPseq-SET1-input-SDG2-ZF-Rep2\_S46\_L002.bw  
 ChIPseq-SET1-input-SDG2-ZF-Rep3\_S47\_L002.bw  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep1\_S22\_L004.bw  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep2\_S26\_L004.bw  
 ChIPseq-SET10-H3K4me3-dCAS9-MQ1v\_S23\_L004.bw  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep1\_S21\_L004.bw  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep2\_S25\_L004.bw  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep1\_S7\_L003.bw  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep2\_S8\_L003.bw  
 ChIPseq-SET2-H3K4me3-noguideSDG2\_rdr6\_S6\_L003.bw  
 ChIPseq-SET2-H3K4me3-rdr6-Rep1\_S4\_L003.bw  
 ChIPseq-SET2-H3K4me3-rdr6-Rep2\_S5\_L003.bw  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep1\_S25\_L003.bw  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep2\_S26\_L003.bw  
 ChIPseq-SET2-input-noguideSDG2\_rdr6\_S24\_L003.bw  
 ChIPseq-SET2-input-rdr6-Rep1\_S22\_L003.bw  
 ChIPseq-SET2-input-rdr6-Rep2\_S23\_L003.bw  
 ChIPseq-SET3-H3K14ac-Col0-Rep1\_S11\_L003.bw  
 ChIPseq-SET3-H3K14ac-Col0-Rep2\_S12\_L003.bw  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep1\_S15\_L003.bw  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep2\_S16\_L003.bw  
 ChIPseq-SET3-input-Col0-Rep1\_S29\_L003.bw  
 ChIPseq-SET3-input-Col0-Rep2\_S30\_L003.bw  
 ChIPseq-SET3-input-SDG2-ZF-Rep1\_S31\_L003.bw  
 ChIPseq-SET3-input-SDG2-ZF-Rep2\_S32\_L003.bw  
 ChIPseq-SET4-H2AZ-Col0-Rep1\_S20\_L002.bw  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep1\_S21\_L002.bw  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep3\_S22\_L002.bw  
 ChIPseq-SET4-input-Col0-Rep1\_S31\_L002.bw  
 ChIPseq-SET4-input-Col0-Rep2\_S32\_L002.bw  
 ChIPseq-SET4-input-ROS1-Rep1\_S26\_L002.bw  
 ChIPseq-SET4-input-ROS1xSDG2-ZF-Rep1\_S36\_L002.bw  
 ChIPseq-SET4-input-SDG2-ZF-Rep1\_S33\_L002.bw  
 ChIPseq-SET4-input-SDG2-ZF-Rep3\_S34\_L002.bw  
 ChIPseq-SET4-myc-Col0-Rep1\_S19\_L002.bw  
 ChIPseq-SET4-myc-ROS1-Rep1\_S14\_L002.bw  
 ChIPseq-SET4-myc-ROS1xSDG2-ZF-Rep1\_S24\_L002.bw  
 ChIPseq-SET5-H2AZ-Col0-Rep2\_S33\_L003.bw  
 ChIPseq-SET5-H2AZ-SDG2-ZF-Rep2\_S34\_L003.bw  
 ChIPseq-SET5-input-Col0-Rep2\_S35\_L003.bw  
 ChIPseq-SET5-input-SDG2-ZF-Rep2\_S36\_L003.bw  
 ChIPseq-SET6-H2AZ-SDG2-ZF\_rdd-Rep1\_S20\_L001.bw  
 ChIPseq-SET6-H2AZ-rdd-Rep1\_S19\_L001.bw  
 ChIPseq-SET6-H3K4me3-SDG2-ZF\_rdd-Rep1\_S18\_L001.bw  
 ChIPseq-SET6-H3K4me3-rdd-Rep1\_S17\_L001.bw  
 ChIPseq-SET6-input-Col0\_S21\_L001.bw  
 ChIPseq-SET6-input-JMJ14\_S25\_L001.bw  
 ChIPseq-SET6-input-JMJ14xTRBIP1-ZF-Rep1\_S26\_L001.bw  
 ChIPseq-SET6-input-SDG2-ZF\_rdd-Rep1\_S28\_L001.bw  
 ChIPseq-SET6-input-rdd-Rep1\_S27\_L001.bw  
 ChIPseq-SET6-myc-Col0\_S11\_L001.bw  
 ChIPseq-SET6-myc-JMJ14\_S15\_L001.bw  
 ChIPseq-SET6-myc-JMJ14xTRBIP1-ZF-Rep1\_S16\_L001.bw  
 ChIPseq-SET7-H3K14ac-SDG2-ZF\_rdd-Rep2\_S50\_L003.bw  
 ChIPseq-SET7-H3K14ac-rdd-Rep2\_S49\_L003.bw  
 ChIPseq-SET7-H3K4me3-SDG2-ZF\_rdd-Rep2\_S46\_L003.bw  
 ChIPseq-SET7-H3K4me3-rdd-Rep2\_S45\_L003.bw  
 ChIPseq-SET7-input-SDG2-ZF\_rdd-Rep2\_S52\_L003.bw  
 ChIPseq-SET7-input-rdd-Rep2\_S51\_L003.bw  
 ChIPseq-SET7-myc-Col0-Rep2\_S41\_L003.bw  
 ChIPseq-SET7-myc-JMJ14xTRBIP1-ZF-Rep2\_S42\_L003.bw  
 ChIPseq-SET7-myc-ROS1-Rep2\_S37\_L003.bw  
 ChIPseq-SET7-myc-ROS1xSDG2-ZF-Rep2\_S47\_L003.bw  
 ChIPseq-SET8-H3-TRBIP1-ZF-Rep1\_S64\_L004.bw  
 ChIPseq-SET8-H3-fwa-Rep1\_S63\_L004.bw  
 ChIPseq-SET8-H3K4me3-TRBIP1-ZF-Rep1\_S66\_L004.bw  
 ChIPseq-SET8-H3K4me3-fwa-Rep1\_S65\_L004.bw

ChIPseq-SET9-H3K4me3-TRBIP1-ZF-Rep2-R2\_S14\_L004.bw  
 ChIPseq-SET9-H3K4me3-fwa-Rep2-R2\_S13\_L004.bw  
 ChIPseq-SET9-input-TRBIP1-ZF-Rep2--R2\_S30\_L004.bw  
 ChIPseq-SET9-input-fwa-Rep2-R2\_S29\_L004.bw  
 ChIPseq-SET1-H3K4me3-Col0-Rep1\_S28\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-Col0-Rep1\_S28\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-Col0-Rep2\_S29\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-Col0-Rep2\_S29\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep1\_S30\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep1\_S30\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep2\_S31\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep2\_S31\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep3\_S32\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep3\_S32\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-input-Col0-Rep1\_S43\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-input-Col0-Rep1\_S43\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-input-Col0-Rep2\_S44\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-input-Col0-Rep2\_S44\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep1\_S45\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep1\_S45\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep2\_S46\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep2\_S46\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep3\_S47\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET1-input-SDG2-ZF-Rep3\_S47\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep1\_S22\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep1\_S22\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep2\_S26\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep2\_S26\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-dCAS9-MQ1v\_S23\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-dCAS9-MQ1v\_S23\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep1\_S21\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep1\_S21\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep2\_S25\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep2\_S25\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep1\_S7\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep1\_S7\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep2\_S8\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep2\_S8\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-noguideSDG2\_rdr6\_S6\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-noguideSDG2\_rdr6\_S6\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-rdr6-Rep1\_S4\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-rdr6-Rep1\_S4\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-rdr6-Rep2\_S5\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-H3K4me3-rdr6-Rep2\_S5\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep1\_S25\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep1\_S25\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep2\_S26\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep2\_S26\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-input-noguideSDG2\_rdr6\_S24\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-input-noguideSDG2\_rdr6\_S24\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-input-rdr6-Rep1\_S22\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-input-rdr6-Rep1\_S22\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET2-input-rdr6-Rep2\_S23\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET2-input-rdr6-Rep2\_S23\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-Col0-Rep1\_S11\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-Col0-Rep1\_S11\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-Col0-Rep2\_S12\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-Col0-Rep2\_S12\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep1\_S15\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep1\_S15\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep2\_S16\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep2\_S16\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-input-Col0-Rep1\_S29\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-input-Col0-Rep1\_S29\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-input-Col0-Rep2\_S30\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-input-Col0-Rep2\_S30\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-input-SDG2-ZF-Rep1\_S31\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-input-SDG2-ZF-Rep1\_S31\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET3-input-SDG2-ZF-Rep2\_S32\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET3-input-SDG2-ZF-Rep2\_S32\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-Col0-Rep1\_S20\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-Col0-Rep1\_S20\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep1\_S21\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep1\_S21\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep3\_S22\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep3\_S22\_L002\_R2\_001.fastq.gz

ChIPseq-SET4-input-Col0-Rep1\_S31\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-Col0-Rep1\_S31\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-input-Col0-Rep2\_S32\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-Col0-Rep2\_S32\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-input-ROS1-Rep1\_S26\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-ROS1-Rep1\_S26\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-input-ROS1xSDG2-ZF-Rep1\_S36\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-ROS1xSDG2-ZF-Rep1\_S36\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-input-SDG2-ZF-Rep1\_S33\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-SDG2-ZF-Rep1\_S33\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-input-SDG2-ZF-Rep3\_S34\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-input-SDG2-ZF-Rep3\_S34\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-myc-Col0-Rep1\_S19\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-myc-Col0-Rep1\_S19\_L002\_R2\_001.fastq.gz  
  
 ChIPseq-SET4-myc-ROS1-Rep1\_S14\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-myc-ROS1-Rep1\_S14\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET4-myc-ROS1xSDG2-ZF-Rep1\_S24\_L002\_R1\_001.fastq.gz  
 ChIPseq-SET4-myc-ROS1xSDG2-ZF-Rep1\_S24\_L002\_R2\_001.fastq.gz  
 ChIPseq-SET5-H2AZ-Col0-Rep2\_S33\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET5-H2AZ-Col0-Rep2\_S33\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET5-H2AZ-SDG2-ZF-Rep2\_S34\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET5-H2AZ-SDG2-ZF-Rep2\_S34\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET5-input-Col0-Rep2\_S35\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET5-input-Col0-Rep2\_S35\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET5-input-SDG2-ZF-Rep2\_S36\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET5-input-SDG2-ZF-Rep2\_S36\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET6-H2AZ-SDG2-ZF\_rdd-Rep1\_S20\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-H2AZ-SDG2-ZF\_rdd-Rep1\_S20\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-H2AZ-rdd-Rep1\_S19\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-H2AZ-rdd-Rep1\_S19\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-H3K4me3-SDG2-ZF\_rdd-Rep1\_S18\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-H3K4me3-SDG2-ZF\_rdd-Rep1\_S18\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-H3K4me3-rdd-Rep1\_S17\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-H3K4me3-rdd-Rep1\_S17\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-input-Col0\_S21\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-input-Col0\_S21\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-input-JMJ14\_S25\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-input-JMJ14\_S25\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-input-JMJ14xTRBIP1-ZF-Rep1\_S26\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-input-JMJ14xTRBIP1-ZF-Rep1\_S26\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-input-SDG2-ZF\_rdd-Rep1\_S28\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-input-SDG2-ZF\_rdd-Rep1\_S28\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-input-rdd-Rep1\_S27\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-input-rdd-Rep1\_S27\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-myc-Col0\_S11\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-myc-Col0\_S11\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-myc-JMJ14\_S15\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-myc-JMJ14\_S15\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET6-myc-JMJ14xTRBIP1-ZF-Rep1\_S16\_L001\_R1\_001.fastq.gz  
 ChIPseq-SET6-myc-JMJ14xTRBIP1-ZF-Rep1\_S16\_L001\_R2\_001.fastq.gz  
 ChIPseq-SET7-H3K14ac-SDG2-ZF\_rdd-Rep2\_S50\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-H3K14ac-SDG2-ZF\_rdd-Rep2\_S50\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-H3K14ac-rdd-Rep2\_S49\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-H3K14ac-rdd-Rep2\_S49\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-H3K4me3-SDG2-ZF\_rdd-Rep2\_S46\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-H3K4me3-SDG2-ZF\_rdd-Rep2\_S46\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-H3K4me3-rdd-Rep2\_S45\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-H3K4me3-rdd-Rep2\_S45\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-input-SDG2-ZF\_rdd-Rep2\_S52\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-input-SDG2-ZF\_rdd-Rep2\_S52\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-input-rdd-Rep2\_S51\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-input-rdd-Rep2\_S51\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-myc-Col0-Rep2\_S41\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-myc-Col0-Rep2\_S41\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-myc-JMJ14xTRBIP1-ZF-Rep2\_S42\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-myc-JMJ14xTRBIP1-ZF-Rep2\_S42\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-myc-ROS1-Rep2\_S37\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-myc-ROS1-Rep2\_S37\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET7-myc-ROS1xSDG2-ZF-Rep2\_S47\_L003\_R1\_001.fastq.gz  
 ChIPseq-SET7-myc-ROS1xSDG2-ZF-Rep2\_S47\_L003\_R2\_001.fastq.gz  
 ChIPseq-SET8-H3-TRBIP1-ZF-Rep1\_S64\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET8-H3-TRBIP1-ZF-Rep1\_S64\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET8-H3-fwa-Rep1\_S63\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET8-H3-fwa-Rep1\_S63\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET8-H3K4me3-TRBIP1-ZF-Rep1\_S66\_L004\_R1\_001.fastq.gz

ChIPseq-SET8-H3K4me3-TRBIP1-ZF-Rep1\_S66\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET8-H3K4me3-fwa-Rep1\_S65\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET8-H3K4me3-fwa-Rep1\_S65\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET9-H3K4me3-TRBIP1-ZF-Rep2-R2\_S14\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET9-H3K4me3-TRBIP1-ZF-Rep2-R2\_S14\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET9-H3K4me3-fwa-Rep2-R2\_S13\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET9-H3K4me3-fwa-Rep2-R2\_S13\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET9-input-TRBIP1-ZF-Rep2--R2\_S30\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET9-input-TRBIP1-ZF-Rep2-R2\_S30\_L004\_R2\_001.fastq.gz  
 ChIPseq-SET9-input-fwa-Rep2-R2\_S29\_L004\_R1\_001.fastq.gz  
 ChIPseq-SET9-input-fwa-Rep2--R2\_S29\_L004\_R2\_001.fastq.gz

Genome browser session  
 (e.g. [UCSC](#))

Available at GEO

## Methodology

Replicates

2

Sequencing depth

ChIPseq-SET1-H3K4me3-Col0-Rep1\_S28\_L002 34936342 19691885 150 PE  
 ChIPseq-SET1-H3K4me3-Col0-Rep2\_S29\_L002 38490339 29587724 150 PE  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep1\_S30\_L002 47725950 38399503 150 PE  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep2\_S31\_L002 36578859 29152566 150 PE  
 ChIPseq-SET1-H3K4me3-SDG2-ZF-Rep3\_S32\_L002 50683439 41880615 150 PE  
 ChIPseq-SET1-input-Col0-Rep1\_S43\_L002 42857857 35675467 150 PE  
 ChIPseq-SET1-input-Col0-Rep2\_S44\_L002 41777637 35657968 150 PE  
 ChIPseq-SET1-input-SDG2-ZF-Rep1\_S45\_L002 45414658 39916436 150 PE  
 ChIPseq-SET1-input-SDG2-ZF-Rep2\_S46\_L002 38468103 32822196 150 PE  
 ChIPseq-SET1-input-SDG2-ZF-Rep3\_S47\_L002 42507063 37646214 150 PE  
 ChIPseq-SET10-H3K4me3-dCAS9-MQ1v\_S23\_L004 43443684 20426444 150 PE  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep1\_S21\_L004 49828479 25645326 150 PE  
 ChIPseq-SET10-H3K4me3-fwaxrdr6-Rep2\_S25\_L004 48373358 24251811 150 PE  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep1\_S22\_L004 51974835 26867737 150 PE  
 ChIPseq-SET10-H3K4me3-TRBIP1-dCAS9-MQ1v-Rep2\_S26\_L004 39751228 22853058 150 PE  
 ChIPseq-SET2-H3K4me3-noguideSDG2\_rdr6\_S6\_L003 28752690 14001658 150 PE  
 ChIPseq-SET2-H3K4me3-rdr6-Rep1\_S4\_L003 33757209 17620946 150 PE  
 ChIPseq-SET2-H3K4me3-rdr6-Rep2\_S5\_L003 50727153 30571411 150 PE  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep1\_S7\_L003 34018551 19227805 150 PE  
 ChIPseq-SET2-H3K4me3-SunTag-SDG2\_rdr6-Rep2\_S8\_L003 38373436 20107356 150 PE  
 ChIPseq-SET2-input-noguideSDG2\_rdr6\_S24\_L003 57014877 40285556 150 PE  
 ChIPseq-SET2-input-rdr6-Rep1\_S22\_L003 64361592 47134981 150 PE  
 ChIPseq-SET2-input-rdr6-Rep2\_S23\_L003 68683440 52026943 150 PE  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep1\_S25\_L003 54532320 40364446 150 PE  
 ChIPseq-SET2-input-SunTag-SDG2\_rdr6-Rep2\_S26\_L003 68149684 51223468 150 PE  
 ChIPseq-SET3-H3K14ac-Col0-Rep1\_S11\_L003 41418247 22473314 150 PE  
 ChIPseq-SET3-H3K14ac-Col0-Rep2\_S12\_L003 36908967 19241649 150 PE  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep1\_S15\_L003 51202860 28229933 150 PE  
 ChIPseq-SET3-H3K14ac-SDG2-ZF-Rep2\_S16\_L003 44728549 24324705 150 PE  
 ChIPseq-SET3-input-Col0-Rep1\_S29\_L003 50411344 37539572 150 PE  
 ChIPseq-SET3-input-Col0-Rep2\_S30\_L003 61385626 46423104 150 PE  
 ChIPseq-SET3-input-SDG2-ZF-Rep1\_S31\_L003 57889292 43964016 150 PE  
 ChIPseq-SET3-input-SDG2-ZF-Rep2\_S32\_L003 61370161 47162359 150 PE  
 ChIPseq-SET4-H2AZ-Col0-Rep1\_S20\_L002 47629570 27249358 150 PE  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep1\_S21\_L002 38375021 16374217 150 PE  
 ChIPseq-SET4-H2AZ-SDG2-ZF-Rep3\_S22\_L002 30149682 12290991 150 PE  
 ChIPseq-SET4-input-Col0-Rep1\_S31\_L002 33273778 28303414 150 PE  
 ChIPseq-SET4-input-Col0-Rep1\_S32\_L002 37496935 27549269 150 PE  
 ChIPseq-SET4-input-ROS1-Rep1\_S26\_L002 34408865 26412604 150 PE  
 ChIPseq-SET4-input-ROS1xSDG2-ZF-Rep1\_S36\_L002 38169834 31807247 150 PE  
 ChIPseq-SET4-input-SDG2-ZF-Rep3\_S34\_L002 25826379 17536208 150 PE  
 ChIPseq-SET4-input-SDG2-ZF-Rep\_S33\_L002 33609039 23281311 150 PE  
 ChIPseq-SET4-myc-Col0-Rep1\_S19\_L002 77486774 34812366 150 PE  
 ChIPseq-SET4-myc-ROS1-Rep1\_S14\_L002 30135549 12992580 150 PE  
 ChIPseq-SET4-myc-ROS1xSDG2-ZF-Rep1\_S24\_L002 46829138 23023300 150 PE  
 ChIPseq-SET5-H2AZ-Col0-Rep2\_S33\_L003 47665823 21462218 150 PE  
 ChIPseq-SET5-H2AZ-SDG2-ZF-Rep2\_S34\_L003 53615581 28103163 150 PE  
 ChIPseq-SET5-input-Col0-Rep2\_S35\_L003 21480929 13224251 150 PE  
 ChIPseq-SET5-input-SDG2-ZF-Rep2\_S36\_L003 42542455 29899785 150 PE  
 ChIPseq-SET6-H2AZ-rdd-Rep1\_S19\_L001 11348222 6399582 150 PE  
 ChIPseq-SET6-H2AZ-SDG2-ZF\_rdd-Rep1\_S20\_L001 17475775 11823941 150 PE  
 ChIPseq-SET6-H3K4me3-rdd-Rep1\_S17\_L001 17738930 8282901 150 PE  
 ChIPseq-SET6-H3K4me3-SDG2-ZF\_rdd-Rep1\_S18\_L001 16672881 10775433 150 PE  
 ChIPseq-SET6-input-Col0\_S21\_L001 26717822 23531759 150 PE  
 ChIPseq-SET6-input-JMJ14\_S25\_L001 11464571 8153524 150 PE  
 ChIPseq-SET6-input-JMJ14xTRBIP1-ZF-Rep1\_S26\_L001 24587909 20064070 150 PE

ChIPseq-SET6-input-rdd-Rep1\_S27\_L001 22777868 17644762 150 PE  
 ChIPseq-SET6-input-SDG2-ZF\_rdd-Rep1\_S28\_L001 27442288 22425356 150 PE  
 ChIPseq-SET6-myc-Col0\_S11\_L001 46971740 10666018 150 PE  
 ChIPseq-SET6-myc-JMJ14\_S15\_L001 24832632 6904089 150 PE  
 ChIPseq-SET6-myc-JMJ14xTRBIP1-ZF-Rep1\_S16\_L001 37224404 13829359 150 PE  
 ChIPseq-SET7-H3K14ac-rdd-Rep2\_S49\_L003 22359520 9962166 150 PE  
 ChIPseq-SET7-H3K14ac-SDG2-ZF\_rdd-Rep2\_S50\_L003 58582858 34159191 150 PE  
 ChIPseq-SET7-H3K4me3-rdd-Rep2\_S45\_L003 16633914 7279057 150 PE  
 ChIPseq-SET7-H3K4me3-SDG2-ZF\_rdd-Rep2\_S46\_L003 55641724 31761398 150 PE  
 ChIPseq-SET7-input-rdd-Rep2\_S51\_L003 36035182 24628191 150 PE  
 ChIPseq-SET7-input-SDG2-ZF\_rdd-Rep2\_S52\_L003 85241671 67945330 150 PE  
 ChIPseq-SET7-myc-Col0-Rep2\_S41\_L003 74686694 30749305 150 PE  
 ChIPseq-SET7-myc-JMJ14xTRBIP1-ZF-Rep2\_S42\_L003 38622007 12072848 150 PE  
 ChIPseq-SET7-myc-ROS1-Rep2\_S37\_L003 43663667 21810187 150 PE  
 ChIPseq-SET7-myc-ROS1xSDG2-ZF-Rep2\_S47\_L003 56714018 32242760 150 PE  
 ChIPseq-SET8-H3-fwa-Rep1\_S63\_L004 30513471 28253253 150 PE  
 ChIPseq-SET8-H3-TRBIP1-ZF-Rep1\_S64\_L004 27295347 24902427 150 PE  
 ChIPseq-SET8-H3K4me3-fwa-Rep1\_S65\_L004 32065146 27900637 150 PE  
 ChIPseq-SET8-H3K4me3-TRBIP1-ZF-Rep1\_S66\_L004 27753518 22487628 150 PE  
 ChIPseq-SET9-H3K4me3-fwa-Rep2-R2\_S13\_L004 17898069 13691730 150 PE  
 ChIPseq-SET9-H3K4me3-TRBIP1-ZF-Rep2-R2\_S14\_L004 16739918 11612468 150 PE  
 ChIPseq-SET9-input-fwa-Rep2-R2\_S29\_L004 40053656 33839630 150 PE  
 ChIPseq-SET9-input-TRBIP1-ZF-Rep2--R2\_S30\_L004 46478573 37721657 150 PE

## Antibodies

Anti-Histone H3 Abcam Cat# ab1791, RRID:AB\_302613  
 Anti-trimethyl-Histone H3 (Lys4)- Millipore Sigma Cat# 04-745, RRID:AB\_1163444  
 Anti-trimethyl-Histone H3 (Lys27) Millipore Sigma Cat# 07-449, RRID:AB\_310624  
 Anti-Myc-tag (71D10) rabbit mAb Cell Signaling Cat# 2278S, RRID:AB\_1658203

## Peak calling parameters

MACS2: '-f BAM -g 1.3e+8 -q 0.05 --extsize 147'

## Data quality

All identified peaks in the study were called with a qual threshold of 0.01 ( FDR 1%).

## Software

Bowtie2 (v2.1.0),  
 Samtools (v1.9)  
 MACS2 (v2.1.1)  
 deeptools (v2.5.1).  
 bedtools (v2.26.0)  
 Rstudio version 4.1.3

# Supplementary material for: Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in Arabidopsis
**Source:** Nat Plants. 2025 Feb 11;11(2):206–17. doi: 10.1038/s41477-025-01924-y

Source Data File-Extended Data Fig.4

Source Data File-Extended Data Fig.4a up panel

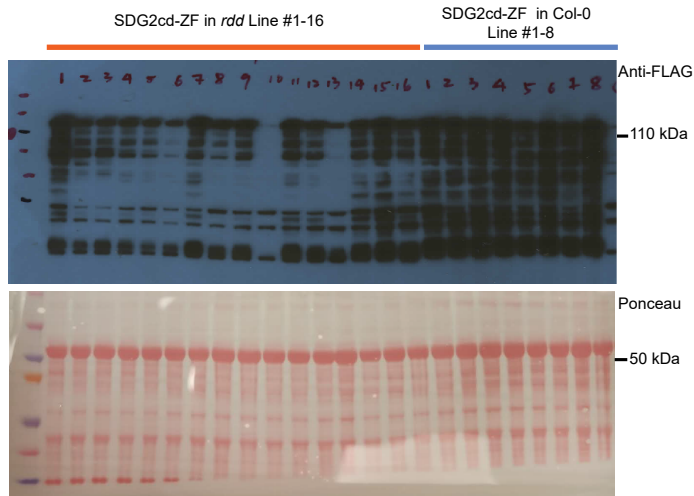

Source Data File-Extended Data Fig.4b

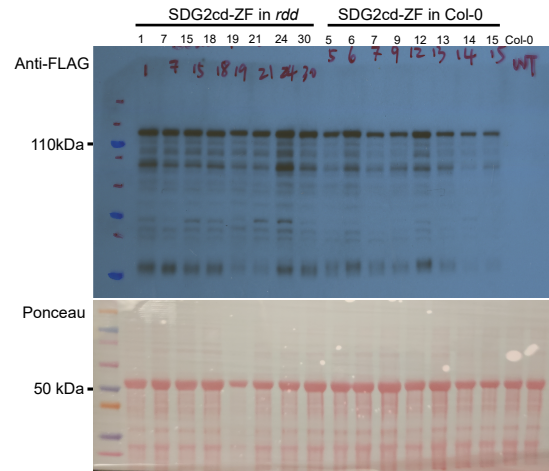

Source Data File-Extended Data Fig.4a bottom panel

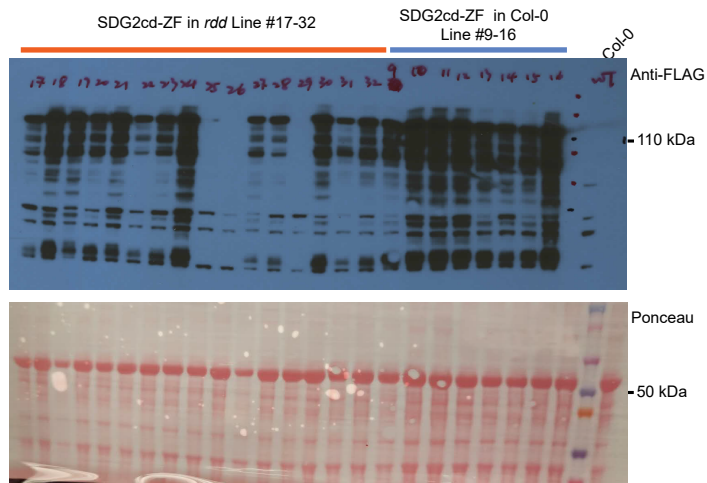

**Supplement:** Supplementary file 6 — Unprocessed western blots for Extended Data Fig. 4a,b.

How the deposited data were processed for this re-analysis (not part of the article)

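BS-PCR-seq libraries of the *FWA* promoter were analysed for 13 conditions (Col-0, *fwa*, *rdd*, *rdr6*, *fwa rdr6*, SDG2cd–ZF in Col-0, *rdd* and *rdr6*, SDG2cd(H1866K)–ZF in Col-0, SunTag–SDG2cd in Col-0 and *rdr6*, dCas9-MQ1v and TRBIP1-dCas9-MQ1v), with 47 files in all. Samples were assigned to conditions from their labels and from the paper's text and legends, before the data were examined, and never from their values. For 2 of the 47 files the label names no background, and their condition is unknown. Another 11 samples of the series, from WGBS, were not analysed here.

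Each file lists, per cytosine, the count of reads with C and the count of all reads (C + T), as the authors made them with BSMAP from reads mapped to TAIR10 with up to 2 mismatches and 1 best hit, after reads with more than 3 consecutive methylated CHH sites were excluded. The same files give the fraction C/(C + T), which the authors calculated per cytosine from these counts. The methods word this processing for WGBS and state no separate mapping, minimum of reads or removal of duplicate reads for BS-PCR-seq. The fraction was checked against the counts in every file. The position, strand and context of every listed cytosine matched the TAIR10.1 reference sequence and its annotation, from which exons and neighbouring genes were taken.

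The level of a plant was the unweighted mean, in percent, of C/(C + T) over the cytosines of a context (CG, CHG or CHH) in regions 1 to 3 with at least 10 reads. The 74 cytosines that passed this minimum did so in each library, and 19 further cytosines of the regions never passed it. Where the mates of a read pair overlap, both are counted: in region 2, the summed depths of the first and last cytosine were 99.7% to 99.99% of the highest depth inside the region. Over the first set of 39 libraries the median depth per cytosine ranged from 12661 to 49381 reads, with no cytosine under 2461. Over the second set of 8 libraries it ranged from 342171 to 802796, with no cytosine under 46630. Counting error at these depths is small beside the spread between plants, and PCR reads without molecular identifiers are not independent molecules.

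Plants or lines were the replicates. Differences between 2 groups were tested with a two-sided exact permutation test on the difference of means, for 11 comparisons in 3 contexts, and the 33 p values were adjusted together by the Benjamini-Hochberg method, with a threshold of 0.05 on the adjusted p. The interaction of SDG2cd–ZF with *rdd* was tested by subtracting the mean of the untransformed controls from the lines of each background and permuting the background. For 2 comparisons (SDG2cd–ZF in Col-0 against *rdd*, and TRBIP1-dCas9-MQ1v against dCas9-MQ1v) each of the 14 CG sites was tested the same way, adjusted over the sites; other per-site comparisons were added to describe single sites. The per-site test and a quasi-binomial logistic model were tested on simulated data with 7 changed and 7 unchanged sites. With 4 plants per group, the exact test called 20% of the changed and 2.86% of the unchanged sites, and the model 100% and 4.29%. With 8 plants per group, the exact test called 100% and 2.86%, and the model 100% and 3.21%. These figures hold for the simulated effect and number of changed sites only. With 4 plants per group, 7 of 14 sites at the smallest p of the exact test stay above an adjusted p of 0.05. Its 20% therefore reflects this limit.

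By a rule fixed with the comparisons, every CG site is named in the description of the locus, and at each comparison the CG sites with the largest and the smallest difference and those that go against the others are named; for CHG and CHH only the site with the highest mean is named. The 5 sites named for TRBIP1 at an unadjusted p under 0.05 were chosen after their values were seen.

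The alternatives were a minimum of 1, 50 or 100 reads, pooled counts, the median over cytosines, the mean of the 3 region means, each region alone, the fraction given in the files, cytosines in primers left out, the amplified strand alone, cytosines that pass in every plant, controls of the first or the second set alone, the lines of Fig. 4b alone, a replicate block, each plant left out in turn and, for the counts of sites, the quasi-binomial model, an adjusted p under 0.01 and other minimums of reads. Comparisons, tests and alternatives were fixed before the data were examined.

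A further amplicon in *MSH3*, defined as cytosines outside the 3 regions with at least 1000 reads in every library, was described separately. Its use, and leaving out each MQ1v plant in turn there, were decided after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.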

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

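All tests of explanations in this part were chosen only after the result was seen, except the counts over other splits of the samples.

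One plant with dCas9-MQ1v, replicate 1, had a CG level of 43.1% over the 3 regions, against 10.5%, 8.52% and 9.19% in the other 3 plants, and a CHG level of 1.19%, so that it stands apart from its group in both contexts. A library of another depth is no explanation in itself, since its median of 35082 reads per cytosine lies inside the range of the group. Incomplete bisulfite conversion is argued against by the CHH level of a further amplicon in *MSH3*, which was 0.0727% in this library and 0.0594% to 0.0642% in the other 3. An admixture of DNA from plants with TRBIP1-dCas9-MQ1v would raise all CG sites by one share, but the share needed ran from 40.0% at 13038361 to 170.6% at 13038678, and the plant exceeded every TRBIP1 plant at 4 sites. An admixture of Col-0 DNA would need 5.19% at 13038686 and 94.2% at 13038272. An exchange of labels with a TRBIP1 plant is argued against by 9 of 14 sites outside the range of the TRBIP1 plants, for example 66.3% at 13038385, where the lowest of them had 91.1%. A candidate explanation that stays open is a difference between independent transformants, such as the expression of the construct, which was not tested. The number of CG sites called different between the constructs depends on this plant: 0 sites passed an adjusted p of 0.05 with it and 14 without it. With it, the sites at the smallest p that 4 plants against 4 allow were too few among 14 to pass the adjustment. The 0 therefore does not show that no site differs. At an unadjusted p under 0.05 there were 5 sites, and 2 of the 35 splits of the 8 plants gave as many, a share above 0.05, so that this count alone does not set the real split apart from the others.

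In the further amplicon, the CHH level of SDG2cd–ZF line 12 in Col-0 was 0.0556%, lower than in the other 7 lines. Among 25 combinations of a group and a measure examined in this way, 3 values stood apart, 2 of them from dCas9-MQ1v replicate 1, and 1.25 are what chance gives. No explanation was tested for this value, and the design names no condition that sets line 12 apart.

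The effect of SDG2cd–ZF differed between Col-0 and *rdd* by −65.5 percentage points for CG and −10.6 for CHG (two-sided exact permutation tests of the interaction, adjusted p = 0.00256 and 0.00513). CG was lower in 8 of 8 lines in both backgrounds, by −73.0 percentage points against Col-0 and −7.54 against *rdd*. Exchanged labels or cross-contamination between the backgrounds are argued against by the CG site 13044701 in *MSH3*, which had 0.705% and 2.20% in the 2 *rdd* plants: it reached at most 0.599% in the 8 lines in *rdd* and lay between 73.8% and 86.2% in the 8 lines in Col-0. Incomplete conversion is argued against by the CHH level of that amplicon, at most 0.0874% in the lines in *rdd*. The lines in *rdd* had fewer reads (median 17574 per cytosine against 27582.5), but both depths leave counting errors far under a difference of this size. For the 14 CG sites that differ between the 2 groups of lines, 4 of 100 splits drawn from 6435 gave as many sites, the real one included. Expression of SDG2cd–ZF was not tested here; the paper reports from western blots that it was slightly lower in *rdd* overall, that several lines in *rdd* matched or exceeded those in Col-0, and that methylation was retained in these too. The values are consistent with a loss of CG methylation that needs the demethylases, as a hypothesis from the same data. The CHG part depends on the setting: in region 3 it was −3.67 percentage points with an adjusted p of 0.157 (two-sided exact permutation test), within a range from 0.00171 to 0.22 over the settings tried. It also depends on the control means, which the interaction test takes as fixed. Compared directly, the lines of the 2 backgrounds differed by −5.63 percentage points in CHG (two-sided exact permutation test, adjusted p = 0.0718).

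Every library also holds an amplicon that the paper does not describe, on chromosome 4 from 13044647 to 13044770 (124 bp), 5952 bp from the end of region 3, in exon 7 and the adjoining intron of *MSH3* (AT4G25540). It has 27 cytosines, 7 of them in CG. Its mean CG level was 80.7% ± 2.902 (SD, n = 3) in Col-0 and 0.166% ± 0.164 (SD, n = 3) in *fwa*. In the 8 plants with dCas9-MQ1v or TRBIP1-dCas9-MQ1v it was 15.4% ± 6.54 (SD, n = 8), from 6.31% to 22.6%, above every *fwa* plant (two-sided exact permutation test, p = 0.00606). Incomplete conversion is argued against by a CHH level of at most 0.0741% in these plants. An admixture of DNA methylated as in Col-0 would raise the sites alike, but the highest share of the Col-0 level among the CG sites (62.6% at 13044744) was 28.0 times the lowest (2.24% at 13044726). Methylation carried over from a parent like the library labelled *fwa rdr6* is argued against in the same way, since at the lowest site these plants had 2.22% of that library's level. Carry-over from a parent with another pattern stays open. Recruitment through TRBIP1 as the whole cause is argued against, since the 4 plants without TRBIP1 had at least 6.31%. An added contribution of TRBIP1 cannot be told apart from none: the plants with TRBIP1 had 18.6% ± 4.53 and those without 12.2% ± 7.24 (SD, n = 4; two-sided exact permutation test, p = 0.229). The overlap comes from dCas9-MQ1v replicate 1, which had 22.6%. Without it, a choice made after seeing the data, the 3 plants without TRBIP1 had 6.31% to 11.6% and the 4 with it 12.1% to 22.1%, and the difference rose from 6.34 to 9.79 percentage points (two-sided exact permutation test, p = 0.0571). Splits of 4 plants against 3 lack an overlap by chance in a share of 0.0571, so an added contribution stays open. A candidate explanation is CG methylation by MQ1v away from the guides' target, which was not tested, since the only library of the parent background has a label in doubt, as follows.

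The library labelled *fwa rdr6* had a CG level of 80.9% in this amplicon, or 100.2% of that of Col-0, where *fwa* plants had at most 0.355%. Admixture of Col-0 DNA is argued against, since in regions 1 to 3 its level was 6.48% of that of Col-0. An exchange of labels with the library labelled SunTag–SDG2cd in Col-0 replicate 1 may explain it: that library had 0.179% CG in the amplicon, inside the range of *fwa* plants (0.0610% to 0.355%), and 0.187% in regions 1 to 3, under the highest *fwa* plant (0.228%). Its highest CG site in regions 1 to 3 had 0.614%, at 13038385, against 12.7%, at 13038250, in the library labelled *fwa rdr6*. This was found and tested on the same 2 libraries and remains a hypothesis. A *fwa rdr6* parent in which *FWA* alone is unmethylated is argued against by the 8 plants with dCas9-MQ1v or TRBIP1-dCas9-MQ1v, which the paper places in this background: at 13044726 they had at most 2.72%, against 74.3% in the library labelled *fwa rdr6*.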

How the results depend on the processing

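The alternatives described here were fixed with the comparisons, except that for the *MSH3* amplicon each MQ1v plant was left out in turn, which was chosen after seeing the data. No test of a cause was chosen after a change was seen.

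A minimum of 1 read adds cytosines with few reads and moved the comparisons by up to 8.33 percentage points. A minimum of 50 or 100 reads, leaving out cytosines in primers, the amplified strand alone and cytosines passing in every plant removed no tested cytosine and moved no comparison, so they say nothing about its stability. Region 1 has no CHG cytosine with at least 10 reads and gave no CHG value. The fraction given in the files moved the comparisons by at most 0.0233 percentage points, pooled counts by 1.38 and the mean of the region means by 1.83. Larger shifts came from region 1 alone (up to 4.87), region 2 alone (7.86), region 3 alone (7.33) and the median over cytosines (10.5).

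For CG, Col-0 against *fwa* ranged from 85.9 to 89.1 percentage points, SunTag–SDG2cd in *rdr6* against *rdr6* from −86.5 to −79.1, SDG2cd(H1866K)–ZF against Col-0 from −2.34 to −0.287, SDG2cd–ZF in *rdd* against *rdd* from −9.97 to −5.62 and TRBIP1-dCas9-MQ1v against dCas9-MQ1v from 28.8 to 44.1; each kept its direction and stayed above the threshold in adjusted p under these settings. Of these, the SunTag comparison and that of Col-0 with *fwa* cannot pass it in this design. In the main setting, SDG2cd–ZF in *rdd* and TRBIP1-dCas9-MQ1v already had the smallest p of their designs (two-sided exact permutation tests, p = 0.0222 and 0.0286). Their adjusted p could therefore fall only through the other tests.

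SDG2cd–ZF in Col-0 against Col-0 had an adjusted p of 0.05 or more under 5 settings: −72.1 percentage points at a minimum of 1 read, −74.9 with the median over cytosines, −73.3 in region 3, −72.4 with controls of the second set alone and −81.6 with the lines of Fig. 4b alone, over a range of adjusted p from 0.0286 to 0.157 in exact permutation tests. The first 3 leave its own p at the smallest the design gives, and only the adjustment over the other tests changed. The last 2 have fewer plants and a larger smallest p. With one plant left out in turn it ranged from −75.9 to −71.3 across 11 fits, and the adjusted p rose to between 0.0667 and 0.0815 when any of the 3 Col-0 plants was left out.

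SDG2cd–ZF in Col-0 against *rdd* was −79.9 percentage points, and the interaction −75.6, with the lines of Fig. 4b alone, where 3 lines against 3 cannot give p under 0.1. A replicate block, which pairs lines 7 and 15 only, gave −65.1 percentage points (exact sign-flip permutation test, p = 0.5, the smallest it can give). In the other settings and with each line left out in turn, both kept their direction and stayed under the threshold. The shared replicate numbers do not pair the plants: over the 4 numbers of the MQ1v plants, the deviations of the sites correlated from −0.589 to 0.4934. The replicate block gave 33.7 percentage points for TRBIP1 (exact sign-flip permutation test, p = 0.125).

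For TRBIP1-dCas9-MQ1v against dCas9-MQ1v, the count of CG sites past the threshold was 0, and 5 at an unadjusted p under 0.05. It was 5 with the quasi-binomial model and from 0 to 14 across 8 fits that each left out one plant, with 14 when replicate 1 of dCas9-MQ1v was left out; the cause of the change with the model was not tested. The difference in level ranged from 30.6 to 42.1 percentage points in those fits, with 42.1 when the same plant was left out. In the main test, the 5 sites had the smallest p that 4 plants against 4 allow, and 5 of 14 sites at this p cannot pass the adjustment. For SDG2cd–ZF in Col-0 against *rdd*, all fits that left out a line gave 14 of 14 sites.

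Apart from SunTag–SDG2cd in *rdr6* against Col-0 with one plant left out (below), directions reversed in CHH only, and the cause was not tested. SDG2cd–ZF in Col-0 against Col-0 changed from 0.302 to −0.656 percentage points at a minimum of 1 read, −0.445 in region 2, −1.47 in region 3 and −0.142 with controls of the second set alone, and it ranged from −0.811 to 1.01 with one plant left out in turn, negative without line 13, 14 or 15 or without the first-set Col-0 plant. TRBIP1-dCas9-MQ1v against dCas9-MQ1v changed from −0.295 to 0.401 with the median over cytosines, 0.935 in region 2 and 0.424 in region 3. SDG2cd(H1866K)–ZF against SDG2cd–ZF in Col-0 changed from 1.72 to −1.97 in region 1.

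The CHG interaction was −16.5 percentage points at a minimum of 1 read, −3.69 with the median over cytosines and −3.67 in region 3, above the threshold in each. Of the CHG differences under other settings, 132 kept their direction and their side of the threshold or, without a test, stayed within the spread between plants. Another 6 lost and 2 gained an adjusted p under 0.05, and 2 without a test moved by more than that spread. The 132 include the settings that moved no comparison. Differences among the 132 still changed in size, for example SDG2cd–ZF in *rdd* against *rdd* at a minimum of 1 read. With one plant left out, the CHG difference of SDG2cd–ZF in Col-0 from Col-0 gained it without line 15 (−8.94 percentage points, exact permutation test, adjusted p = 0.0344), and that from SDG2cd–ZF in *rdd* gained it without line 13 (−6.34) or 15 (−6.55) in Col-0 or line 19 in *rdd* (−6.53). Among the group means, 27 moved by more than the SD between plants and 129 by less. The CG difference of SunTag–SDG2cd between *rdr6* and Col-0 ranged from −11.7 to 2.54 percentage points with one plant left out, and its sign changed without replicate 2 in Col-0, as it did for CHG (0.201) and CHH (0.4004). In the *MSH3* amplicon, the CG difference between TRBIP1-dCas9-MQ1v and dCas9-MQ1v ranged from 4.36 to 9.79 percentage points across the 8 fits that each left out one plant, with 9.79 without replicate 1 of dCas9-MQ1v (unadjusted p from 0.0571 to 0.343 in two-sided exact permutation tests).

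With at least 2461 reads behind every tested cytosine, the number of plants and not the depth limits these tests: 3 plants against 3, 3 against 2 and 2 against 2 cannot reach the threshold.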

Differences from the paper's values

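The only test in this part, the comparison of lines in *rdd* with *rdd* plants, was fixed before its result was seen.

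Of 10 values read from the paper's figures, 1 differs. In the paper's Fig. 6f, the highest CG level of *fwa rdr6* over the 3 regions is about 0%, read by eye. In the library labelled *fwa rdr6* it was 12.7%, at 13038250. The 4 alternatives set beforehand for a single site were a minimum of 1, 50 or 100 reads and the fraction given in the files. With 47593 reads at this site, no such minimum changes its level. The fraction comes from the same counts and gave 12.7%. These alternatives therefore cannot test the difference, and no conclusion is drawn from them. The label of this library is in doubt, as described with the *MSH3* amplicon. For the other 9 values the largest gap was 0.980 percentage points.

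The paper's text states that in *rdd* the loss of DNA methylation was blocked in full, even in lines with high SDG2cd–ZF protein (Fig. 4a,b). The CG level of the 8 lines in *rdd* was lower than that of both *rdd* plants in 8 of 8 lines, with a mean difference of −7.54 percentage points (two-sided exact permutation test, p = 0.0222, adjusted p = 0.0733), and from −9.97 to −5.62 over the settings tried (adjusted p from 0.0667 to 0.183). In the 3 lines that Fig. 4b shows, the difference was −6.03 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that the design allows).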

Other observations

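All tests of explanations in this part were chosen only after the result was seen.

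The 8 SDG2cd–ZF lines in *rdd* had less CG methylation than the *rdd* plants at some sites and not at others. The fall relative to *rdd* ranged from −0.769% (a rise, at 13038582) to 22.9% of the level (at 13038678). Admixture of DNA with little methylation at *FWA* would lower all sites by one share, which these values argue against. Admixture of DNA from lines in Col-0 would need a share of 9.75% and would give 7.77% at the CG site 13044701, where the lines in *rdd* had a mean of 0.362%. A partial loss through another route, a difference between *rdd* plants of separate origin or the 2 *rdd* plants themselves may lie behind the fall, and none of these was tested. The authors' exclusion of reads with more than 3 consecutive methylated CHH sites could also lower the level where CHH methylation is high, which the counts per cytosine cannot show.

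CHH methylation rose in the same lines from 3.22% to 7.64%. Incomplete conversion is argued against, since the CHH level of the *MSH3* amplicon rose by 0.0112 percentage points only. Whether SDG2cd–ZF or its transformation may raise CHH methylation in *rdd* was not tested.

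Lines 13, 14 and 15 of SDG2cd–ZF in Col-0 had intermediate CG levels of 27.0%, 20.6% and 33.5%. A mixture of unaltered Col-0 DNA with unmethylated DNA would give less CHH methylation than Col-0, but the lowest of the 3 lines had 8.32% and the highest 13.3%, against at most 6.48% in Col-0. A gain of CHH methylation in these lines may go along with incomplete CG loss; its origin was not tested.

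The CG site 13044701 of the *MSH3* amplicon had at most 2.20% in all 10 libraries of the *rdd* background, although the other 6 CG sites of the amplicon had 70.5% to 92.7% there. It had 73.8% to 86.2% in 21 libraries, those of Col-0, *rdr6*, SDG2cd(H1866K)–ZF, SDG2cd–ZF in Col-0 or *rdr6* and SunTag–SDG2cd in *rdr6*. Of the libraries outside this set, *fwa* plants had 0.0273% to 0.260% at the site, but at most 0.355% CG over the whole amplicon. SunTag–SDG2cd in Col-0 had 0.194% (replicate 1, with 0.179% over the amplicon) and 81.2% (replicate 2). The library labelled *fwa rdr6* had 77.9%, and the 8 MQ1v plants had 12.9% to 55.6%. The adjoining CHG cytosine 13044700 had 0.0223% to 0.0955% in the *rdd* background and 0.555% to 1.26% in those 21 libraries. A sequence variant at the site in the *rdd* background is a candidate explanation. The files count only C and T at a cytosine, so the base itself was not seen.

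In the same amplicon, the CHG cytosine 13044767 had 51.9% to 61.4% in every library, *fwa* included (54.2% to 59.9%), while the CHH level of the amplicon was 0.0518% to 0.101%. No explanation was tested for this site.

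In SDG2cd–ZF lines 3 and 4 in *rdr6*, which the paper's text does not describe, the CG level over regions 1 to 3 was 3.42% and 4.22%. The library labelled SunTag–SDG2cd in Col-0 replicate 1 had 0.187% and replicate 2 had 14.4%. As a pair they differed from Col-0 by −79.4 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that the design allows), most at 13038575 (−88.4) and least at 13038678 (−62.0). SunTag–SDG2cd in *rdr6* differed from this pair by −4.58 percentage points (two-sided exact permutation test, p = 1), most at 13038596 (−6.27) and least at 13038250 (−2.75). The labels of replicate 1 and of the *fwa rdr6* library are in doubt for the reason given with the latter. The 2 libraries of unknown condition, whose labels name SunTag–SDG2 without a background or guides, had CG levels of 86.8% and 82.4%.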
